# The Epigenetic Bivalency of Core Pancreatic β-Cell Transcription Factor Genes within Mouse Pluripotent Embryonic Stem Cells Is Not Affected by Knockdown of the Polycomb Repressive Complex 2, SUZ12

**DOI:** 10.1371/journal.pone.0097820

**Published:** 2014-05-20

**Authors:** Jennifer C. Y. Wong, Michelle M. Jack, Yan Li, Christopher O'Neill

## Abstract

This study assesses changes in activator and repressor modifications to histones associated with the core transcription factor genes most highly upregulated or downregulated in pancreatic β-cells relative to expression in an embryonic stem cell line. Epigenetic analysis of the *Oct4, Utf1, Nanog* and *Sox2* (pluripotency) and *Pdx1, Nkx6.1*, *Nkx2.2* and *MafA* (pancreatic β-cells) transcription factor genes in embryonic stem cells and a β-cell line (MIN6) showed the pluripotency genes were enriched for active (histone 3 trimethylated at lysine 4 and histone 3 acetylated at lysine 9) and depleted of repressor modifications (histone 3 trimethylated at lysine 27 and histone 3 trimethylated at lysine 9) around the transcription start site in mouse embryonic stem cells (D3), and this was reversed in MIN6 cells. The β-cell transcription factors were bivalently enriched for activating (histone 3 trimethylated at lysine 4) and repressor (histone 3 trimethylated at lysine 27) modifications in embryonic stem cells but were monovalent for the activator modification (histone 3 trimethylated at lysine 4) in the β-cells. The polycomb repressor complex 2 acts as a histone 3 lysine 27 methylase and an essential component of this complex, SUZ12, was enriched at the β-cell transcription factors in embryonic stem cells and was reduced MIN6. Knock-down of SUZ12 in embryonic stem cells, however, did not reduce the level of histone 3 trimethylated at lysine 27 at β-cell transcription factor loci or break the transcriptional repression of these genes in embryonic stem cells. This study shows the reduction in the total SUZ12 level was not a sufficient cause of the resolution of the epigenetic bivalency of β-cell transcription factors in embryonic stem cells.

## Introduction

There is a marked difference in the pattern of transcription from the genome between pluripotent cells (as exemplified by embryonic stem cells (ES cells) and each of the range of differentiated cell types that make up the body [1]–[3]. The pluripotent state requires the expression of a core set of transcription factors that include NANOG, POU5F1 (hereafter known as OCT4), UTF1 and SOX2 [4], [5]. Differentiation from the pluripotent state is accompanied by the repression of these core transcription factors and the active expression of different sets of transcription factors. The identity and timing of expression of new transcription factors defines the lineage formed during differentiation.

A range of covalent histone modifications within regulatory regions of genes are major determinants of gene expressivity [6], [7] and acetylation and methylation of specific lysine (K) residues on histone H3 have been the most extensively studied. Acetylation of H3K9 (H3K9ac) and tri-methylation of H3K4 (H3K4me3) are associated with an open, euchromatin structure that permits easier access of transcription factors and the activation of gene transcription [8]–[10]. Conversely, H3K27 and H3K9 tri-methylation (H3K27me3 and H3K9me3) generally serve as repressive chromatin modifications by the creation of a more closed conformation and these modifications are commonly associated with the formation of repressive heterochromatin [11], [12].

Genome-wide mapping of H3K4me3 and H3K27me3 in ES cells and differentiated cell-lineages demonstrate that genes which carry H3K4me3, but not H3K27me3, are generally actively expressed in ES cells. These include the core pluripotency transcription factor genes, *Nanog, Oct4, Sox2* and *Utf1*. Many genes were associated with both the active (H3K4me3) and repressive (H3K27me3) epigenetic signature. This bivalent state is thought to generate a condition whereby the gene is ‘poised’ for activation and held in a transcriptionally-ready state. Many of the genes possessing this bivalent domain are those that govern lineage specification. By contrast, genes marked by H3K27me3 but not H3K4me3 are stably repressed [13]–[15]. It is considered that the resolution of this bivalency allows the changes in expression required for lineage specific differentiation. The actions of the Polycomb group proteins (PcG) have a key role in this resolution. The Polycomb repressive complex (PRC) functions as a transcriptional repressor. PRC2 is responsible for catalyzing the repressive H3K27me3 modification [16], [17]. This complex is comprised of three main PcG proteins: the functional histone lysine methyltransferase, EZH2, and co-factors SUZ12 and EED [18], [19]. Each of these components is essential for PRC2 function.

An understanding of the processes that govern the formation of pancreatic β-cells is of importance since the loss or impaired function of pancreatic β-cells is a cause of diabetes. Functional β-cells have been derived from pluripotent ES cells and offer a potential therapy for diabetes. Yet, the efficiency and fidelity of these regenerative strategies remains low [20], [21]. A detailed understanding of the regulatory mechanisms governing the ontogeny of β-cells may progress therapeutic approaches. A range of transcription factors have been found to be associated with the formation and/or maintenance of the β-cell lineage, including PDX1, NKX6.1, NKX2.2, PAX4, MAFA and NEUROG3 [22], [23], but their epigenetic regulation has not been defined.

In this study, we systematically analyzed the differences in the epigenetic signatures (active modifications - H3K4me3 and H3K9ac; repressive modifications - H3K27me3 and H3K9me3) associated with a range of core transcription factor genes considered to encode the pluripotent state (*Nanog, Oct4, Utf1* and *Sox2*) and compared these with those considered necessary for differentiation to the β-cell lineage (*Pdx1, Nkx6.1, Nkx2.2, MafA* and *Pax4*). We show the putative β-cell lineage specifying genes exist in a bivalent state in pluripotent stem cells but this state was resolved to an active monovalent signature in a β-cell line. This occurred by the relative depletion of K3K27me3 in the β-cell line. Yet, surprisingly knock-down of H3K27 methylase activity (SUZ12) in stem cells did not reduce the level of H3K27me3 at β-cell loci, nor activate the expression of β-cell genes. This study suggests that the regulation of bivalency of histone modifications at core transcription factor genes with differentiation may require levels of regulation other than simply changes in the level of PcG activity.

## Materials and Methods

### Cell culture

Mouse ES cells from the D3 cell line [24] (P22–P28) (ATCC number CRL-1934) were maintained in Dulbecco's modified Eagle's medium with 4 mM L-glutamine, 4500 mg/L L-glucose and sodium pyruvate (DMEM) (Thermo Fisher Scientific, Waltham, MA), 10% (v/v) fetal bovine serum (FBS) (Invitrogen, Carlsbad, CA), 0.1 mM 2-mercaptoethanol (Sigma-Aldrich, St Louis, MO) and 1000 U/mL murine LIF (Millipore, Bedford, MA) on 0.1% (w/v) gelatin coated dishes. Mouse β-cell insulinoma line, MIN6 [25] (P23–P27) were cultured in DMEM with 15% (v/v) FBS and 0.1 mM 2-mercaptoethanol. Secretion of insulin in response to glucose challenge was confirmed (mouse insulin ELISA kit - Millipore). Both cell lines were cultured at 37°C at 5% CO_2_ in air.

### Microarray analysis using the Illumina Mouse WG-6 v2.0 Expression Beadchip

Total RNA was extracted from three independent samples of D3 and MIN6 cells with the Illustra RNAspin Mini RNA Isolation Kit (GE Healthcare, Little Chalfont, Buckinghamshire, UK). Microarrays were performed by the Australian Genome Research Facility (Sydney, NSW, Australia) using the Mouse WG-6 v2.0 Expression Beadchip (Illumina, San Diego, CA). Data output was normalized using the quantile normalization method in the Lumi Package in R statistical software [26] and analyzed in Partek Genomics package (Partek Inc, St Louis, MO). Student's *t*-test was used to identify genes with different expression in D3 and MIN6 samples (*p*<0.05). A further selection was then made for the genes that had a change in expression difference of at least 1.5 fold and *p*<0.05. Since the analysis only considered the major trend shifts in gene expression, multiple testing correction was not considered necessary. The subset of genes with different levels of expression between the two cell lines were categorized based on their functional assignment as assessed by Gene Ontology (GO) enrichment analysis [27] and the GO Classification Counter tool [28]. Sample genes from the microarray results were validated by quantitative RT-PCR (qRT-PCR) from aliquots of the RNA used for the microarray. The microarray data is accessible through NCBI Gene Expression Omnibus [29], GEO Series accession number GSE49077 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49077).

### RT-PCR

Total RNA was reverse transcribed to cDNA in 5 mM MgCl_2_, 1X PCR Buffer II (50 mM KCl, 10 mM Tris-HCl, pH 8.3), 1 mM each of dATP, dCTP, dGTP and dTTP, 1 U RNase inhibitor, 2.5 µM random decamers, 2.5 U MuLV reverse transcriptase (Applied Biosystems, Foster City, CA) with 1 µg RNA per sample. RNA denatured at 65°C for 10 min prior to the addition of reverse transcriptase, and then incubated at 25°C for 10 min and 42°C for 30 min.

qRT-PCR in 25 µL reactions consisting of 1.5 mM MgCl_2_, 1X ImmoBuffer (2 mM Tris-HCl, 10 mM NaCl, 0.01 mM EDTA, 0.2 mM dithiothreitol (DTT), 5% glycerol, pH 7.5), 0.036 U IMMOLASE DNA polymerase (all from Bioline, London, UK), 0.08 mM each of dATP, dCTP, dGTP and dTTP (Applied Biosystems), 0.5 µM forward and reverse primers (sequences - Table S1), 0.13 µL 50X SYBR Green I nucleic acid gel stain (Invitrogen) and 16 ng cDNA per sample. Reactions in a Stratagene MX3000P (Stratagene, La Jolla, CA) using: one cycle of 95°C for 10 min and 40 cycles of 95°C for 20 s, 60°C for 30 s and 72°C for 30 s. Relative gene expression as described [30] was normalized against two housekeeping control genes, *Tbp* and *Actb*.

### DNA methylation analysis

Genomic DNA was extracted from D3 and MIN6 cells by Wizard Genomic DNA Purification Kit (Promega, Wisconsin, MN) and treated with the MethylEasy *Xceed* Rapid DNA Bisulfite Modification Kit (Human Genetics Signatures, Sydney, NSW, Australia). Nested bisulfite PCR in 25 µL total reaction consisting of 1.5 mM MgCl_2_, 1X GeneAmp PCR Gold Buffer (50 mM KCl, 15 mM Tris-HCl, pH 8.0), 0.2 mM each of dATP, dCTP, dGTP and dTTP, 1.25 U AmpliTaq Gold DNA polymerase (all from Applied Biosystems), 1 µM forward and reverse ‘outside’ or ‘inside’ primers (Table S2), and 2 µL bisulfite converted DNA per sample. Amplifying: 1 cycle at 95°C for 7 min, 10 cycles of 94°C for 1 min, 53°C for 1 min, 72°C for 1 min, followed by 25 cycles more cycles with extension for 30 s. Products from ‘outside’ primers were input DNA in a second round with ‘inside’ primers. Five deoxyadenosine overhangs were added to the 3′ end of each bisulfite PCR product in a 6 µL total reaction volume consisting of 3.3 mM MgCl_2_, 1X PCR Buffer (20 mM Tris-HCl, 50 mM KCl, pH 8.4), 0.165 mM each of dATP, dCTP, dGTP and dTTP, 3 U *Taq* DNA polymerase (all from Applied Biosystems) and 4 µL bisulfite PCR product. The reactions were incubated at 72°C for 12 min and immediately TA cloned into pCR4-TOPO vector and transformed with the TOP10-competent cells using the TOPO TA Cloning Kit for Sequencing (Invitrogen) following the manufacturer's instructions. Ten transformants were randomly selected and sequenced with *M13* forward 5′-GTAAAACGACGGCCAGTG primer. Sequencing reactions were performed by AGRF and analysis was carried out using the Sequence Scanner software version 1.0 (Applied Biosystems).

### Chromatin preparation

D3 or MIN6 cells (20×10^6^) were washed in 2 mL buffer (0.3M sucrose, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EGTA, 15 mM Tris-HCl (pH 7.5), 0.5 mM DTT, 0.1 mM PMSF and 3.6 ng/mL aprotinin, all from Sigma-Aldrich) on ice followed by lysis in the same buffer containing 0.4% (v/v) IGEPAL CA-630 (Sigma-Aldrich) for 10 min with agitation. Following centrifugation (3,200 g for 20 min at 4°C) over 1.2 M sucrose, the pellet was sheared using the ChIP-IT Express Enzymatic Kit (Active-Motif, Carslbad, CA) in preparation for chromatin immunoprecipitation (ChIP) assays.

### Quantitative ChIP

The specific ChIP-validated antibodies and non-immune control immunoglobulins used are shown in Table S3 and were used with the ChIP-IT Express Enzymatic Kit (Active-Motif) using 3.15 µg sheared DNA. The eluted immunoprecipitated DNA and a sample of ChIP input DNA were purified with the QIAquick PCR Purification Kit and then subjected to quantitative PCR (qPCR). qPCR was carried out as described for qRT-PCR except that 16 ng DNA was used instead of cDNA. Primers were designed to target a site within 1 kb of the transcription start site of the gene of interest (Table S4). Quantification of immunoprecipitated DNA was performed in relation to a standard curve that was created from a 10-fold dilution series of ChIP input DNA. Binding values from non-immune IgG were subtracted from the binding values of specific antibodies. The data is presented as the amount of DNA specifically bound (immunoprecipitated DNA) relative to the total amount of DNA (ChIP input DNA), expressed as a percentage.

### siRNA-mediated knockdown of Suz12 in D3 cells

siRNAs targeting *Suz12* (SUZ12 ON-TARGETplus SMARTpool siRNA), *Gapdh* (ON-TARGETplus GAPDH control pool) and a non-targeting control (ON-TARGETplus non-targeting pool) were obtained from Dharmacon (Thermo Fischer Scientific, Dharmacon division, Waltham, MA). We did not screen the effectiveness of the individual siRNAs that make up each of these pools. Transfections of siRNA into D3 cells were conducted using the DharmaFECT 1 transfection reagent following the manufacturer's instructions. The following transfection protocol was found to be necessary to achieve effective SUZ12 knock-down. Briefly, D3 cells were seeded at a density of 10,000 cells in 500 µL antibiotic free ES cell medium (“complete medium”) per well for 24 h. The cells were then transfected with 100 nM *Suz12*, *Gapdh* or non-targeting siRNA for 48 h, during which the transfection medium was removed after the first 3 h and replaced with complete medium. At 48 h transfection, the cells were harvested and replated at the original starting density. Twenty four h after replating, the cells were re-transfected as above for an additional 72 h. After 144 h (6 days) post-initial transfection, the cells were harvested and assessed for cell viability with 0.4% (w/v) trypan blue (Sigma-Aldrich), total cell number, immunofluorescence, gene expression by qRT-PCR and ChIP analysis.

### Immunofluorescence

All incubations were performed at room temperature unless specified otherwise. Transfected D3 cells on glass coverslips were fixed in ice cold 4% (w/v) paraformaldehyde (Sigma-Aldrich) for 30 min, followed by permeabilisation with 0.2% Triton X-100 (Sigma-Aldrich) for 30 min and blocking in 5% (v/v) goat serum (Sigma-Aldrich) for 1 h. Samples were incubated overnight at 4°C with rabbit SUZ12 antibody (Abcam) or rabbit IgG (Sigma-Aldrich) that was diluted 1∶250 in 5% goat serum. The cells were then incubated with FITC-labelled goat anti-rabbit IgG secondary antibody (Sigma-Aldrich) that was diluted 1∶200 in 5% goat serum for 1 h in the dark. DNA within the nuclei of the cells was counter-stained with 0.2 µg/mL propidium iodide (Sigma-Aldrich) for 15 min. Coverslips were mounted onto glass slides with VECTASHIELD mounting medium (Vector laboratories, Burlingame, CA). The slides were observed and optically sectioned with a Leica TCS SP5 II confocal microscope (Leica Microsystems, Wetzlar, Germany). Images were captured and processed using the Leica Application Suite Advanced Fluorescence software (Leica Microsystems). Analysis of SUZ12 expression was performed by measuring the intensity of fluorescence of at least 60 nuclei for each treatment condition. These nuclei were from at least six randomly selected colonies across three independent experiments of transfection and immunofluorescence. The intensity of fluorescence in single optical sections was measured by the Adobe Photoshop CS3 digital imaging software (Adobe Systems Inc., San Jose, CA).

### Statistical analysis

The IBM SPSS Statistics package version 19 (SPSS Inc., Chicago, IL) was used to perform all of the statistical analyses. A description of the statistical models used is provided in the legend to each figure or in text.

## Results

### Analysis of upregulated and downregulated genes between D3 and MIN6 cells

A total of 45,281 transcripts were examined in a whole mouse genome comparison between D3 and MIN6 cells. 

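Gene expression was measured in 3 samples of D3 cells, a mouse embryonic stem (ES) cell line kept pluripotent with leukemia inhibitory factor, and in 3 samples of MIN6 cells, a mouse insulinoma line that secretes insulin. Total RNA from each sample was hybridized to 1 Illumina Mouse WG-6 v2.0 Expression BeadChip array. The paper and the deposited record of the series call the samples of each cell line independent, which the labels of the single samples do not state. The labels give passage 21 for the D3 cells and passage 23 for the MIN6 cells, and the paper gives P22 to P28 and P23 to P27. The deposited signals are intensities on a linear scale for 45281 probes, neither normalized nor background-subtracted, with a detection score for each probe on each array. The median signal was 176, 162 and 134 on the D3 arrays and 188, 145 and 139 on the MIN6 arrays. At a detection p under 0.01, between 15563 and 16259 probes (34.4 to 35.9%) were above background on each array. Across probes, which are not independent replicates, the log2 signals correlated at r = 0.993 to 0.994 between arrays of the same cell line and at r = 0.836 to 0.838 between arrays of different cell lines.
The signals were quantile-normalized between the 6 arrays, the method the paper names, and taken to log2. Each probe was then tested with limma for a difference between MIN6 and D3 cells. A probe was called upregulated or downregulated at an adjusted p under 0.05 (Benjamini-Hochberg, over all probes) and a change of at least 1.5-fold, whereas the paper used Student's t-test without correction for multiple testing. Each of 19057 genes was represented by its probe with the highest mean signal. Where another probe of a gene named here gave another call, that probe was above background on no array unless the text says otherwise. Where a probe was above background on no array of a cell line, its fold change is given only as a lower bound ("at least"), taken against the dimmest signals that were above background on those arrays. Gene lists were tested as sets with camera, at a preset inter-gene correlation of 0.01, and p-values were adjusted over 26 lists. Fold sizes depend on the processing. Of 118 named genes, the fitted change moved by over 1.5 times for 71 with normexp background correction, all larger, for 43 with the mean of all probes of the gene, mostly smaller, and for 54 in the authors' processed values, all smaller. With 3 arrays for each cell line, the number of arrays limits the precision of every value.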

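The largest differences between the cell lines were in genes above background in only 1 of them. Scg2, a granin of dense-core granules, was at least 126-fold higher than in D3 cells, Npy, which encodes a neuropeptide, at least 113-fold, and Resp18, a granule protein, at least 106-fold. G6pc2, the glucose-6-phosphatase subunit of islets, was also at least 106-fold higher, Prss53, a serine protease, at least 96.5-fold, and Papss2, an enzyme that makes the sulfate donor PAPS, at least 89.1-fold. In the other direction, Slc2a3, a glucose transporter, was at least 84.0-fold lower in MIN6 than in D3 cells and Esrrb, a transcription factor of the pluripotency network, at least 83.4-fold lower. Zfp42, a marker of undifferentiated ES cells, was at least 63.1-fold lower and Ooep, an oocyte and early embryo protein, at least 61.3-fold lower. Sall4, a zinc finger factor of ES cells, was at least 60.1-fold lower, Grb10, an adaptor of insulin receptor signaling, at least 59.4-fold, and Gab1, another signaling adaptor, at least 54.9-fold. Zfp36l1, an mRNA decay factor, was at least 52.8-fold lower and Laptm5, a lysosomal membrane protein, at least 44.3-fold lower. The largest of these adjusted p-values, for Zfp42, was 4.03e-20 from limma, with no overlap between the 3 values of each cell line.
Of the probes, 11717 (25.9%) passed both thresholds, of which 5649 were higher and 6068 lower in MIN6 cells, though more were higher than lower with median scaling (6206 and 5433) and with cyclic loess (6046 and 5503). Counted as genes, 6580 (34.5%) changed, with 3251 higher and 3329 lower (3554 and 3022 with median scaling, 3502 and 2999 with cyclic loess), and 861 were higher and 654 lower by at least 4-fold. The 4-fold counts use fitted changes, which can exceed the lower bound of a gene at background in a cell line. Of the changed genes, 4471 were above background on some array of each cell line, if not on all, and have a fold. Another 1976 have only a lower bound, and 133 have no fold because their signals lay too close to background. In 10370 genes (54.4%) the values of the 3 D3 and 3 MIN6 arrays did not overlap, against 10% by chance.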

Approximately 21% (9,580 genes) of the transcripts had a level of expression that was at least 1.5-fold different between the two cell types; 4,604 genes had increased and 4,976 genes had decreased expression in MIN6 relative to D3 cells (*p*<0.05). To validate the results of the microarray analysis, six genes that were upregulated and six that were downregulated in MIN6 relative to D3 cells were analyzed by qRT-PCR. In all cases, the microarray and qRT-PCR results showed consistent trends of change in gene expression, although in all cases the qRT-PCR results showed a greater magnitude of change (**Table 1**). Those genes that showed different levels of expression (both upregulated and downregulated) in the two cell lines were categorized based on their functional assignment by GO enrichment analysis. 

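All 11 genes of Table 1 that were measured here differed between the cell lines in the direction the table gives. Ins2, Pdx1, Nkx6-1, Pax4 and Mafa were higher in MIN6 cells, and Nanog, Pou5f1 (Oct4), Sox2, Lin28a, Dppa3 and Dnmt3b were lower. Lin28a, an RNA-binding protein that blocks let-7 maturation, was at least 12.0-fold lower in MIN6 than in D3 cells, and Dppa3, a maternal factor expressed in ES cells, at least 3.19-fold lower. Dnmt3b, a de novo DNA methyltransferase, was above background on all 6 arrays and fell by 3.97 on the log2 scale (standard error 0.10), a 15.7-fold difference. Its mean log2 signal was 13.36 ± 0.03 (SD, n = 3) in D3 and 9.39 ± 0.09 (SD, n = 3) in MIN6 cells, with an adjusted p of 1.95e-18 from limma. A dimmer Dnmt3b probe, above background on no MIN6 array, had a bound of -1.22 on the log2 scale. The paper's qRT-PCR fold changes are -36.84 for Sox2, -44.99 for Lin28, -10.58 for Dppa3 and -7.25 for Dnmt3b. The differences of the paper's threshold cycles for the same genes would give 662-, 119-, 23.6- and 21.7-fold if each cycle doubled the product exactly. The size of the qRT-PCR changes therefore depends on how it is calculated, which was not examined here. Ins1 was not analysed here. As a set, these genes moved both ways, and camera gave an adjusted p of 0.495. Adjusted over the list alone the calls were the same, and since the study chose the genes from these samples they are not independent evidence of direction.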

Categorization according to the three parent GO domains found that of the genes upregulated in MIN6 relative to D3 cells, 71.3% were associated with biological processes, 7.4% with molecular function and 21.3% with cellular components. Of the genes upregulated in D3 relative to MIN6 cells, 89.1% were associated with biological processes, 6.7% with molecular function and 4.2% with cellular components. A more detailed functional assignment breakdown demonstrated that the genes upregulated in MIN6 compared to D3 cells were related to transport, metabolism, cell communication and response to external stimulus (Table S5).

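Among gene groups listed before the data were examined, those of secretion rose in MIN6 cells while glycolysis genes fell. Of 32 genes of dense-core granules and exocytosis, 25 were higher, 2 (Cplx1 and Unc13a) were lower and 5 did not pass the test (camera, adjusted p = 3e-15). Chga, a granin, was at least 115-fold higher and Scg5, a chaperone of the prohormone convertase PC2, at least 90.6-fold higher. Of 30 genes of endoplasmic reticulum folding and stress, 24 were higher, 1 (Trib3) was lower and 5 did not pass (adjusted p = 5.27e-09). The co-chaperone Dnajc3 was 6.67-fold higher, Sdf2l1, another co-chaperone, 6.19-fold, the stress sensor kinase Ern1 5.81-fold and Dnajb9, also a co-chaperone, 5.61-fold. In contrast, 14 of 20 glycolysis genes were lower in MIN6 cells, 2 (Eno2 and Pfkm) were higher and 4 did not pass (adjusted p = 9.27e-06). Ldha, the lactate dehydrogenase subunit that favors lactate, was 21.7-fold lower and the glucose transporter Slc2a1 18.7-fold lower, while Eno2, the neuronal enolase, was 7.86-fold higher. These 3 group calls held with an estimated correlation (adjusted p = 0.0147, 0.0147 and 0.0211).
Cell division genes were lower in part. Of 28 genes of DNA replication and mitosis, 14 were lower, 1 was higher and 13 did not pass (adjusted p = 0.000161). With an estimated correlation this group's call was lost (adjusted p = 0.0729). Mybl2, a transcription factor of the cell cycle, was 16.4-fold lower, cyclin E1 (Ccne1) 3.98-fold and the replication factor Gins1 2.66-fold lower, while the mitotic kinase Plk1 was 8.16-fold higher. With the mean of all probes, folds were smaller for Mybl2 (10.8), Dnajc3 (2.43) and Ern1 (2.52). Genes of cholesterol and fatty acid synthesis went both ways, with 4 of 20 higher (Srebf1, Scd2, Acly and Scd1), 4 lower (Elovl6, Mvd, Srebf2 and Idi1) and 12 not passing (adjusted p = 0.444), and another Srebf2 probe, above background on every array, was not called (log2 change of -0.29). Elovl6, a fatty acid elongase, was 3.55-fold lower and Mvd, an enzyme of the mevalonate pathway, 2.65-fold lower. Cplx1, Unc13a, Trib3, Pfkm, Scd2, Acly, Scd1 and Idi1 were named after their values were seen. Adjusted over the list alone, each count was the same. The GO enrichment was not repeated here.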

**Table 1:** Validation of the microarray data by qRT-PCR.

	MIN6 (C_T_)^a^	D3 (C_T_)^a^	Microarray (expression fold change)	qRT-PCR (expression fold change)^b^
Upregulated transcripts in MIN6 relative to D3 cells				
* Ins2*	8.39±1.23	NE	121.63	N/A
* Ins1*	12.47±2.09	NE	99.59	N/A
* Pdx1*	18.42±1.32	NE	29.30	N/A
* Nkx6.1*	21.17±1.08	NE	27.10	N/A
* Pax4*	23.97±1.13	NE	3.17	N/A
* MafA*	25.43±2.14	NE	3.18	N/A
Downregulated transcripts in MIN6 relative to D3 cells				
* Nanog*	NE	22.38±1.25	−63.62	N/A
* Oct4*	NE	22.37±0.59	−63.46	N/A
* Sox2*	33.30±2.30	23.93±1.46	−11.01	−36.84±6.48
* Lin28*	26.67±2.39	19.78±1.15	−10.84	−44.99±4.26
* Dppa3*	30.24±1.21	25.68±1.23	−3.07	−10.58±1.30
* Dnmt3b*	25.81±1.18	21.37±0.12	−2.24	−7.25±0.38

Abbreviations: C_T_, threshold cycle; NE, not expressed; N/A, not applicable.

a Data presented as mean C_T_ ± standard deviation for N = 3 independent experiments. C_T_ values were normalised to the *Actb* and *Tbp* threshold cycles for each sample.

b Data presented as mean expression fold change in MIN6 relative to D3 cells ± standard deviation for N = 3 independent experiments. More information on the materials and methods used for this analysis is provided in the Materials and Methods S1 file.

The genes that were most upregulated in MIN6 relative to D3 cells were those required for insulin processing and secretion (*Ins2*, *Ins1*, *Cck*, *Scg3*, *Chgb*, *Isl1* and *Iapp*). 

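Genes of insulin processing and secretion were among the most upregulated of all 19057 genes in MIN6 cells. Ins2, an insulin gene, was at least 122-fold higher than in D3 cells. Scg3, a granin, was at least 98.4-fold higher, Chgb, another granin, at least 97.9-fold and Cck, the cholecystokinin gene, at least 90.9-fold. Isl1, a LIM homeodomain factor, was at least 88.2-fold higher and Iapp, the islet amyloid polypeptide gene co-secreted with insulin, at least 60.3-fold. Egr1, an immediate early gene, was above background on all arrays and 7.59-fold higher, at rank 402. The median rank of the 7 genes was 11, both by fitted change and by lower bounds, while the order of genes that are at background in D3 cells is not fixed by the data. Ranking by bounds was chosen after the data were seen. The mean log2 signal of Ins2 was 14.71 ± 0.08 (SD, n = 3) in MIN6 cells against 7.10 ± 0.16 (SD, n = 3), not above background, in D3 cells, with an adjusted p of 1.15e-21 from limma. All 7 measured genes of this group passed the test, also when adjusted over the list alone (camera, adjusted p = 5.27e-09, and 0.0167 with an estimated correlation). The study chose them from these samples, so they are not independent evidence of direction. Ins1 and Pcsk2 were not analysed here.
A separate list of 19 genes of glucose sensing and insulin secretion had 16 higher, none lower and 3 (Adcy5, Cacna1a and Cacna1c) that did not pass (adjusted p = 2.9e-10, and 0.0147 with an estimated correlation). Slc30a8, the zinc transporter of insulin granules, was at least 47.1-fold higher, Gjd2, the connexin that couples β-cells, at least 46.5-fold, and Ucn3, a peptide of mature β-cells, at least 30.3-fold. Counts adjusted over the list alone were the same, and the genes that did not pass were named after their values were seen. With normexp background correction the bounds rose, to at least 271-fold for Ins2, and 1 gene of this list was called lower, as it was without D3 replicate 3 and without MIN6 replicate 2.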

Genes considered necessary for defining the β-cell phenotype (*Nkx2.2*, *Pdx1*, *Nkx6.1*, *MafA* and *Pax4*) also had increases expression in MIN6 cells. 

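All 5 transcription factor genes of the β-cell phenotype were above background on each MIN6 array and on no D3 array. Nkx2-2, a homeodomain factor of islet cells, was at least 38.6-fold higher in MIN6 cells, Pdx1, which binds the insulin promoter, at least 32.7-fold, and Nkx6-1, a repressor that maintains β-cell identity, at least 29.4-fold. Mafa, an activator of insulin transcription in mature β-cells, and Pax4, a factor of β-cell development, were dimmer, at least 3.48-fold and at least 3.02-fold higher. Pdx1 had a mean log2 signal of 12.81 ± 0.16 (SD, n = 3) in MIN6 cells (adjusted p = 2.9e-19 from limma), and Mafa 9.58 ± 0.37 (SD, n = 3; adjusted p = 9.29e-12 from limma). Another Mafa probe, above background on 2 MIN6 arrays, had a log2 change of 0.38 and was not called. As a set the 5 genes rose (camera, adjusted p = 6.54e-06), a call that was lost with an estimated correlation (adjusted p = 0.0604). They were chosen by the study from these samples and so are not independent evidence of direction, and adjusted over the list alone all 5 passed.
Of 18 other transcription factors of β-cells, 13 were higher, 1 (Neurog3) was lower and 4 (Foxa1, Hnf4g, Lmx1a and Lmx1b) did not pass (adjusted p = 5.7e-07, and 0.0182 with an estimated correlation). Insm1, a zinc finger factor of endocrine cells, was 64.3-fold higher, or 150-fold with normexp background correction, and above background on 1 of the D3 arrays. Mlxipl, the glucose-responsive factor ChREBP, was 24.9-fold higher, Rfx6, an islet factor, at least 23.3-fold and Myt1, a zinc finger factor of endocrine progenitors, at least 20.7-fold. Adjusted over the list alone, the counts were the same, and Neurog3 and the genes that did not pass were named after their values were seen. With normexp background correction the bound of Pdx1 was at least 71.6-fold, and with the mean of all probes the bounds of Nkx2-2 and Mafa fell to at least 15.6-fold and at least 1.90-fold.

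**Figure D1:**
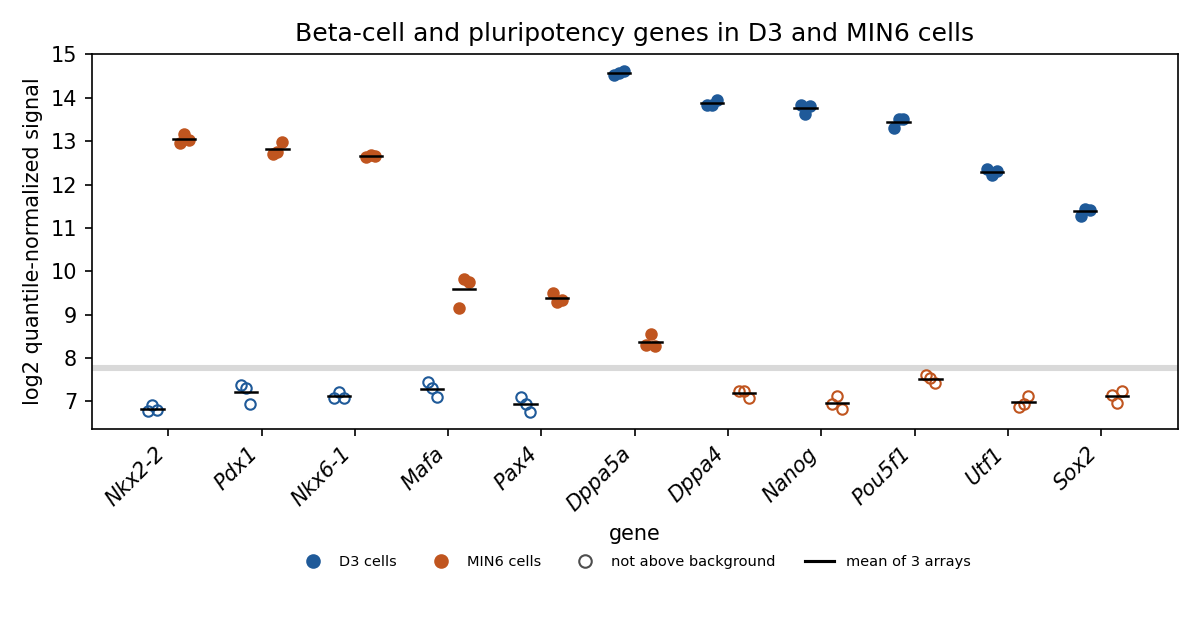
Log2 quantile-normalized signal of the β-cell genes (left) and pluripotency genes (right) on each of the 3 D3 and 3 MIN6 arrays. Dots are arrays, open where the probe was not above background, lines are means of 3 arrays, and the gray band spans the lowest signals above background. The β-cell genes are filled in MIN6 cells and open in D3 cells, and of the pluripotency genes only the Dppa5a probe drawn here is above background in MIN6 cells, while another Dppa5a probe is not.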

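Genes of pluripotency were among those that fell furthest from D3 to MIN6 cells. Nanog, a homeodomain factor of the pluripotency network, was at least 64.6-fold lower in MIN6 cells, and Dppa4, a chromatin-associated protein of pluripotent cells, at least 69.8-fold lower. Dppa5a, which encodes an RNA-binding protein of ES cells, was 73.5-fold lower by a probe above background in MIN6 cells and at least 110-fold lower by another probe that was above background on no MIN6 array. Pou5f1, the gene of Oct4, was at least 52.1-fold lower, Utf1, a chromatin-associated factor of ES cells, at least 23.4-fold and Sox2, the partner of Oct4, at least 12.4-fold. The mean log2 signal of Nanog was 13.76 ± 0.12 (SD, n = 3) in D3 cells against 6.96 ± 0.15 (SD, n = 3), not above background, in MIN6 cells, with an adjusted p of 3.72e-21 from limma. These 6 genes, which the study chose from these samples and which are therefore not independent evidence of direction, all fell, also when adjusted over the list alone (camera, adjusted p = 5.92e-08, and 0.0182 with an estimated correlation). Their median rank was 18 by fitted change, 4.5 with the probe of largest change and 9.5 by lower bounds, a ranking chosen after the data were seen. With the mean of all probes the bounds fell to at least 11.7-fold for Dppa4 and at least 40.6-fold for Nanog, and the fold of Dppa5a rose to 112.
Of 29 other pluripotency genes, 27 were lower in MIN6 cells, none was higher and 2 (Nr0b1 and Stat3) did not pass the test (adjusted p = 1.93e-20, and 0.0147 with an estimated correlation). Fbxo15, an Oct4 target, was at least 44.2-fold lower. The counts were the same when adjusted over the list alone, and Nr0b1 and Stat3 were named after their values were seen. With normexp background correction, the bound of Nanog was at least 147-fold.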

In D3 cells, the genes that were most upregulated relative to MIN6 cells were those related to pluripotency (*Dppa5, Dppa4, Nanog*, *Utf1*, *Oct4* and *Sox2*) (**Table 2**).

**Table 2:** Genes that were most upregulated in D3 and MIN6 cells as determined by microarray analysis.

Gene	Microarray (fold change)	p-value
**Upregulated transcripts in MIN6 relative to D3 cells**		
Insulin processing and secretion		
* Ins2*	121.63	p<0.001
* Ins1*	99.59	p<0.001
* Cck*	97.48	p<0.001
* Scg3*	96.15	p<0.001
* Chgb*	90.60	p<0.001
* Isl1*	82.95	p<0.001
* Iapp*	59.41	p<0.001
* Pcsk2*	8.25	p<0.001
* Egr1*	8.21	p<0.001
β-cell phenotype		
* Nkx2.2*	39.75	p<0.001
* Pdx1*	29.30	p<0.001
* Nkx6.1*	27.10	p<0.001
* MafA*	3.18	p<0.001
* Pax4*	3.17	p<0.001
**Upregulated transcripts in D3 relative to MIN6 cells**		
Pluripotency		
* Dppa5*	105.53	p<0.001
* Dppa4*	63.76	p<0.001
* Nanog*	63.63	p<0.001
* Oct4*	63.46	p<0.001
* Utf1*	21.99	p<0.001
* Sox2*	11.01	p<0.001

These changes in gene expression from the pluripotent state of D3 cells to the specific β-cell lineage are consistent with the expected outcomes. It is generally accepted that changes in the cell's epigenetic landscape accompany differentiation and are the basis for such changed patterns of gene expression. It was therefore of interest to assess the nature of changes in the expression of epigenetic modifiers in these two cell lines. 

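Markers of fibroblasts, germ layers and acinar and ductal cells were mostly not above background, but of 10 markers of other islet cells 5 were higher in MIN6 cells (Ttr, Gcg, Ppy, Sst and Pyy) and 2 were above background on no array. Pyy was above background on only 1 MIN6 array (log2 change of 0.66) and has no fold. Of 17 feeder cell and fibroblast markers, 14 were above background on no array, 3 were lower in MIN6 cells and none was higher (camera, adjusted p = 0.0693). Those 3 were Fn1 (fibronectin), at least 17.0-fold lower, Acta2 (smooth muscle actin), at least 5.07-fold, and Thy1, a surface glycoprotein, at least 2.22-fold. Another Acta2 probe, above background on 2 D3 arrays, had a log2 change of -0.47 and was not called. Of 24 markers of early germ layers, 3 were higher in MIN6 cells (Foxa2, Krt8 and Cdx2), 6 were lower and 15 did not pass, with 14 of the 24 above background on no array (adjusted p = 0.28). Foxa2, a factor of endoderm and of islets, was at least 5.60-fold higher, while Otx2, a homeodomain factor of anterior neuroectoderm, was at least 5.40-fold lower and Dab2, a marker of primitive endoderm, at least 2.65-fold lower. Of 16 acinar and ductal markers, 11 were above background on no array, Krt7 and Bhlha15 were higher in MIN6 cells, and Cela1 and Cela2a were lower (adjusted p = 0.444). Cela1 and Cela2a lay close to background in D3 cells, at least 1.16-fold and at least 1.11-fold higher there, and neither was called in the authors' processed values. Adjusted over each list alone the counts were the same, and Cdx2 and Pyy were named after their values were seen.
The paper describes these changes in expression, from the pluripotent state of D3 cells to the β-cell lineage, as matching what was expected. It describes epigenetic change as the generally accepted basis of such changes in expression, and turns next to epigenetic modifiers.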

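Several subunits of Polycomb repressive complex 2 (PRC2) were lower in MIN6 cells, but Suz12 was not. Eed, the subunit that binds H3K27me3, was 4.49-fold lower, Mtf2, an accessory subunit, 3.89-fold (7.10- and 7.94-fold by its other probes, above background on all arrays), and Ezh2, the methyltransferase, 2.25-fold lower, and Jarid2, another accessory subunit, was at least 1.97-fold lower. Suz12, a core subunit, had mean log2 signals of 13.46 ± 0.14 (SD, n = 3) in D3 and 13.43 ± 0.04 (SD, n = 3) in MIN6 cells, a log2 change of -0.03 (adjusted p = 0.869 from limma) that became 0.16 with cyclic loess and 0.04 without D3 replicate 2. The H3K27 demethylases Kdm6a (Utx) and Kdm6b (Jmjd3) had log2 changes of -0.48 and -0.46 and were not called at 1.5-fold. Another Kdm6a probe was called lower (-0.63), and a dim Eed probe, above background on 2 MIN6 arrays, had a log2 change of 0.54 and was not called. Of 14 genes of PRC2 and the H3K27 demethylases, 7 were lower, none was higher and 7 did not pass (camera, adjusted p = 0.00415). That call was lost with an estimated correlation (adjusted p = 0.068), although the estimate, -0.015, was below the preset 0.01. With the mean of all probes of each gene Eed was 1.76-fold lower and 4 genes were lower, and with the probe of largest change 1 was called higher.
The PRC1 and H3K4 groups went both ways, while nearly all called genes of the H3K9 and DNA methylation groups were lower in MIN6 cells. Of 20 PRC1 genes, 8 were higher, 8 were lower and 4 (Cbx2, Pcgf1, Pcgf5 and Phc3) did not pass (adjusted p = 0.585). Cbx7, a reader of H3K27me3, was 5.16-fold lower and the subunit Phc1 4.33-fold lower, while Bmi1 was 5.15-fold and Yaf2 4.34-fold higher, each of these above background on 1 D3 array and larger with normexp background correction (12.2- and 8.80-fold). Of 18 genes of the H3K4 group, 6 were lower, 3 (Kmt2e, Cxxc1 and Smyd3) were higher and 9 did not pass (adjusted p = 0.198), with 1 higher without D3 replicate 3 or with the mean of all probes. The demethylase Kdm5b was 13.0-fold lower, Wdr5, a shared subunit of the methylase complexes, 4.39-fold and Ash2l, another such subunit, 3.29-fold lower, although another Ash2l probe above background on all arrays was not called (-0.36), and the mean of all probes gave 7.28-fold for Kdm5b and 1.64-fold for Ash2l. Of 15 H3K9 genes, 7 were lower, none was higher and 8 did not pass (adjusted p = 0.00635, but 0.0722 with an estimated correlation, which was -0.041). Among them were the demethylases Kdm3a, 2.97-fold lower, and Kdm4c, 2.42-fold, the corepressor Trim28, 2.95-fold, and the methylase Setdb1, 2.48-fold lower. Of 17 genes of DNA methylation and demethylation, 9 were lower, 1 (Mbd1) was higher and 7 did not pass (adjusted p = 0.00188, but 0.101 with an estimated correlation). Tet1, which oxidizes 5-methylcytosine, was 18.9-fold lower and Mbd2, a reader of methylated DNA, at least 7.31-fold lower. Counts adjusted over each list alone were the same, and Cbx2, Pcgf1, Pcgf5, Phc3, Cxxc1 and Smyd3 were named after their values were seen.

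**Figure D2:**
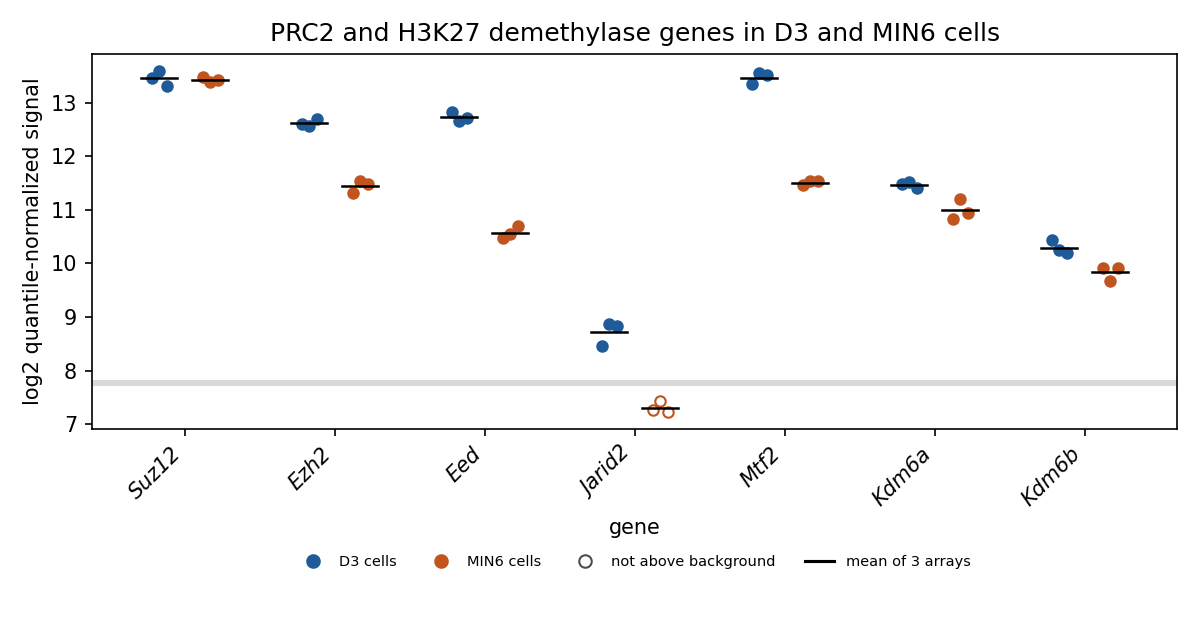
Log2 quantile-normalized signal of PRC2 and H3K27 demethylase genes on each of the 3 D3 and 3 MIN6 arrays. Dots are arrays, open where the probe was not above background, lines are means of 3 arrays, and the gray band spans the lowest signals above background. Suz12 lies at about the same level in both cell lines, with a difference that turns under cyclic loess, and Eed, Mtf2, Ezh2 and Jarid2 lie lower in MIN6 cells.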

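Dnmt3l, a cofactor of the de novo DNA methyltransferases, was at least 60.1-fold lower in MIN6 than in D3 cells. Dctd, a deoxycytidylate deaminase, was 23.7-fold lower, with 2 of 3 MIN6 arrays above background, and Gli2, a transcription factor of hedgehog signaling, at least 22.7-fold lower. Mgmt, which repairs alkylated guanine, was at least 10.8-fold lower and Kat6b, a histone acetyltransferase (Myst4), 8.79-fold lower. In the other direction, Srebf1, a transcription factor of lipid synthesis, was 7.21-fold higher in MIN6 cells and Smarcc2, a subunit of SWI/SNF complexes, 5.07-fold higher. Mbd1, a reader of methylated DNA, was 4.77-fold higher, the homeodomain-only protein gene Hopx 4.14-fold, the transcription factor Camta2 3.81-fold and Kmt2e (Mll5) 3.27-fold higher. Camta2 had a standard error of 0.10 on the log2 scale and an adjusted p of 1.12e-12 from limma. Of the measured genes, all 8 named for D3 cells were lower in MIN6 cells (camera, adjusted p = 3.95e-08, and 0.0211 with an estimated correlation) and all 9 named for MIN6 cells were higher (adjusted p = 3.41e-08, and 0.0273 with an estimated correlation), also when adjusted over each list alone. The study chose them from these samples, so they are not independent evidence of direction, and Hmga1 and Zfp57 were not analysed here. The 8 include Tcf3, whose nearest probe gives 1.42 in the authors' processed values against the paper's 11.53, so it may not be the gene the paper lists. With the mean of all probes of a gene, folds were smaller for Kat6b (2.38), Srebf1 (2.77), Mbd1 (1.67), Hopx (1.97) and Dnmt3b (7.20), as were the bounds of Gli2 (4.74), Lin28a (3.98) and Mgmt (2.45). With normexp background correction folds were larger for Dctd (48.8), Srebf1 (15.8) and Smarcc2 (8.18), as was the bound of Dnmt3l (137).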

The top 10 genes related to epigenetic processes that were most upregulated in D3 relative to MIN6 cells or MIN6 relative to D3 cells are shown (**Table 3**). 

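Smarca2, an ATPase of the SWI/SNF (BAF) chromatin remodelling complexes, was 35.3-fold higher in MIN6 than in D3 cells, where it was above background on 1 of 3 arrays. Its mean log2 signal was 12.89 ± 0.05 (SD, n = 3) in MIN6 and 7.75 ± 0.04 (SD, n = 3) in D3 cells, with an adjusted p of 3.55e-20 from limma. Hmgn3, a nucleosome-binding protein, was 18.9-fold higher and Actl6b, the BAF subunit of neurons, at least 5.89-fold higher. Tcf3, a basic helix-loop-helix factor, was dim and at least 1.32-fold lower in MIN6 cells, with a mean log2 signal of 8.15 ± 0.19 (SD, n = 3) in D3 cells. Its other probe, above background in D3 cells, had a fitted log2 change of -0.50 and was not called. In the authors' processed values neither Tcf3 probe reached 1.5-fold. The paper's fold of 11.53 for Tcf3 is matched there by a probe of Tcf7l1 (11.5), so the paper's entry may be that gene. Tcf7l1, chosen after the values were seen, was at least 12.6-fold lower in MIN6 cells here. Of 36 chromatin remodelling subunits, 14 were lower in MIN6 cells, 6 were higher and 16 did not pass the test (camera, adjusted p = 0.127), with the same counts adjusted over the list alone. Mta3, a subunit of the NuRD complex, was 4.31-fold lower, although another probe above background on every array was not called (log2 change of 0.07) and the mean of its probes gave 2.03-fold. Other Smarca2 probes, above background on no D3 array, rose by at least 0.41 and 1.09 on the log2 scale or were above background on no array. The mean of the 5 Smarca2 probes gave 3.30-fold and normexp background correction 79.4-fold, while the mean of the Actl6b probes gave 3.12-fold. An Actl6b probe above background on all 3 MIN6 arrays and 2 D3 arrays had a log2 change of 0.08 and was not called.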

As expected a large proportion of these genes were associated with histone modifications and chromatin remodeling, such as *Dnmt3b, Dnmt3l, Tcf3* and *Hmga1* (D3 cells), and *Smarca2*, *Hmgn3* and *Mll5* (MIN6 cells).

**Table 3:** The top 10 genes related to epigenetic processes that were most upregulated in D3 and MIN6 cells.

Gene	Microarray (fold change)	p-value	Function/physiological role
**D3 relative to MIN6**			
*Dnmt3l*	57.58	p<0.001	nuclear heterochromatin, methyltransferase activity, transcription repressor activity
*Gli2*	21.28	p<0.001	chromatin binding, promoter binding
*Dctd*	17.11	p<0.001	dCMP deaminase activity
*Dnmt3b*	15.01	p<0.001	DNA methyltransferase activity
*Tcf3*	11.53	p<0.001	histone H3 and H4 acetylation
*Hmga1*	11.33	p<0.001	regulation of cellular transcription, chromatin
*Lin28*	10.84	p<0.001	miRNA catabolic process, pre-miRNA processing, stem cell differentiation
*Myst4*	8.56	p<0.001	histone acetyltransferase activity,
*Mgmt*	8.15	p<0.001	methylated-DNA-(protein)-cysteine S-methyltransferase activity
*Zpf57*	6.35	p<0.001	DNA methylation during embryonic development, nuclear heterochromatin
**MIN6 relative to D3**			
*Smarca2*	25.10	p<0.001	chromatin organisation, nucleosome assembly
*Hmgn3*	19.87	p<0.001	chromatin binding
*Actl6b*	5.37	p<0.001	chromatin modification
*Srebf1*	5.00	p<0.001	positive regulation of histone deacetylation, chromatin binding
*Mll5*	4.86	p<0.001	chromation modification, DNA methyltransferase activity
*Snca*	4.64	p<0.001	histone binding
*Mbd1*	3.97	p<0.001	DNA methylation, heterochromatin
*Smarcc2*	3.91	p<0.001	chromatin modification and binding
*Hopx*	3.87	p<0.001	histone deacetylation
*Camta2*	3.76	p<0.001	chromatin binding, histone deacetylase binding

### The epigenetic status of *Actb*, *Oct4* and *Pdx1* in D3 and MIN6 cells

Two representative transcription factors of pluripotent and pancreatic β-cells (*Oct4* and *Pdx1*, respectively), together with the *Actb* housekeeping gene (control) were chosen for our initial analysis. The methylation state of each CpG dinucleotide within a CpG-rich region of *Actb*, *Oct4* and *Pdx1* was determined by sequencing PCR clones of bisulfite converted DNA. *Actb*, *Oct4* and *Pdx1* were primarily unmethylated in D3 cells (approximately 5% of CpG methylated). *Actb* and *Pdx1* remained unmethylated in MIN6 cells, but *Oct4* was relatively hypermethylated (56% of CpG methylated, *p*<0.001) (**Figure 1A**).

**Figure 1:**
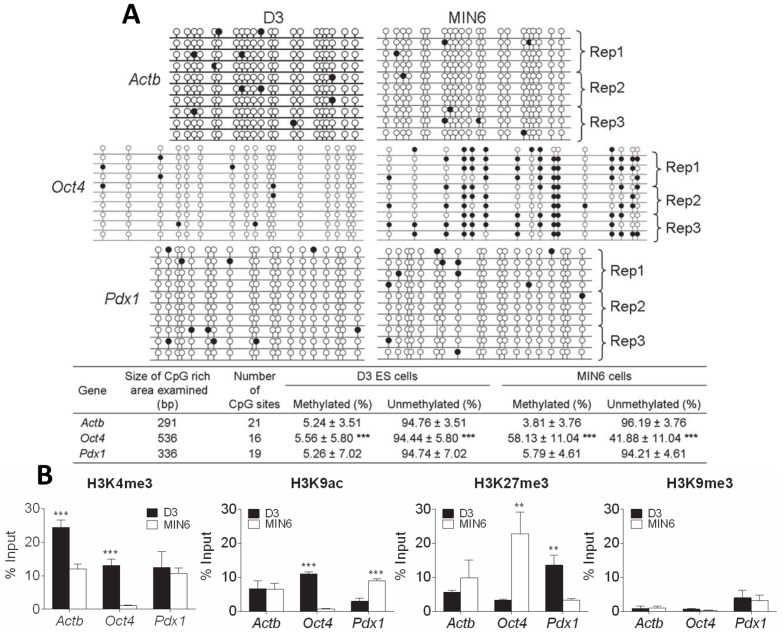
The epigenetic status of *Actb*, *Oct4* and *Pdx1* in D3 and MIN6 cells. **A**) The DNA methylation status of each CpG dinucleotide within a CpG-rich region of *Actb, Oct4* and *Pdx1* was determined by sequencing PCR clones of bisulfite converted DNA. Each line represents an individual clone and each circle an individual CpG. Open circles indicate an unmethylated CpG and closed circles a methylated CpG. The position of each circle is representative of the relative location along the length of the PCR product. Data is presented as the number of methylated or unmethylated CpGs relative to the total number of CpGs, expressed as a percentage. The results are the mean and standard deviation of 10 clones selected and sequenced across three independent experiments of cloning and transformations. **B**) ChIP assays for the active (H3K4me3 and H3K9me3) and repressive (H3K27me3 and H3K9me3) histone modifications were carried out on chromatin extracts from D3 (*black bars*) and MIN6 (*white bars*) cells. The presence of each histone modification at a locus within 1 kb of the transcription start site of *Actb*, *Oct4* and *Pdx1* was then quantified by qPCR analysis. Binding values of non-immune IgG were subtracted from the binding values of antibodies for each histone modification. The data is presented as the amount of DNA specifically bound relative to the total amount of DNA, expressed as a percentage. The results are the mean and standard deviation of three independent experiments. Statistically significant differences are denoted by **p<0.01 and ***p<0.001.

ChIP analysis of histone modifications within 1 kb of the transcription start site showed that the activating modifications (H3K4me3 and H3K9ac) were significantly enriched at *Oct4* in D3 relative to MIN6 cells (*p*<0.001). Conversely, the H3K27me3 (but not H3K9me3) repressive modification was enriched at *Oct4* in MIN6 relative to D3 cells (*p*<0.01). The *Pdx1* locus was associated with an increase in the activating H3K9ac (but not H3K4me3) modification in MIN6 compared to D3 cells (*p*<0.001). D3 cells had an enrichment of the repressive H3K27me3 modification at *Pdx1* (*p*<0.01). The *Actb* locus had similar levels of each of the modifications in both D3 and MIN6 cells, except for H3K4me3 which was higher in D3 cells (*p*<0.001). It was noteworthy that H3K9me3 was present at a lower level at all three loci in both cell types (**Figure 1B**).

Histone modifications around the transcription start site of *Pdx1* were bivalent in D3 cells, with enrichment of both the active (H3K4me3) and repressive (H3K27me3) histone modifications. This bivalency was not evident in the repressed *Oct4* loci in MIN6 cells. In MIN6 cells, the repressive H3K27me3 modification at *Pdx1* was reduced and both active histone modifications were enriched. This analysis shows a shift from the pluripotent state to the β-cell differentiated state was accompanied by the expected change from a bivalent epigenetic state to a monovalent active state and was unaffected by changes in DNA methylation. *Oct4* moved from an active to repressive signature for both histone and DNA modifications.

### The status of H3K4me3 and H3K27me3 at the key pluripotency and β-cell transcription factors in D3 and MIN6 cells

To assess whether bivalency of β-cell transcription factors was a general feature for such genes in D3 cells, we extended this analysis to a broader range of putative pluripotency and β-cell transcription factors. First, the consistency and robustness of the SUZ12 and JMJD3 ChIP assays in D3 and MIN6 cells was assessed (Figures S1 and S2). Using these validated assays, it was found that three of four other β-cell transcription factors (*Nkx6.1*, *Nkx2.2* and *MafA*) were bivalent in D3 cells (**Figure 2A**) but were enriched for only the active H3K4me3 modification in MIN6 cells (**Figure 2B**). By contrast, the *Pax4* locus was enriched with only the repressive H3K27me3 in D3 cells and had low levels of both H3K4me3 and H3K27me3 in MIN6 cells (**Figure 2**). Three pluripotency transcription factors (*Utf1*, *Nanog* and *Sox2*) displayed a similar pattern of histone modifications as *Oct4* in both D3 and MIN6 cells (**Figure 2**). Thus, a shift from a bivalent to an active epigenetic signature appears to be a feature of these lineage-associated transcription factors. This result may implicate the net level of H3K27me3 at loci as an important determinant of changes in gene expression with differentiation. We therefore next assessed the presence of the H3K27 methylase (as exemplified by its critical component SUZ12) and the demethylase (JMJD3) at these loci.

**Figure 2:**
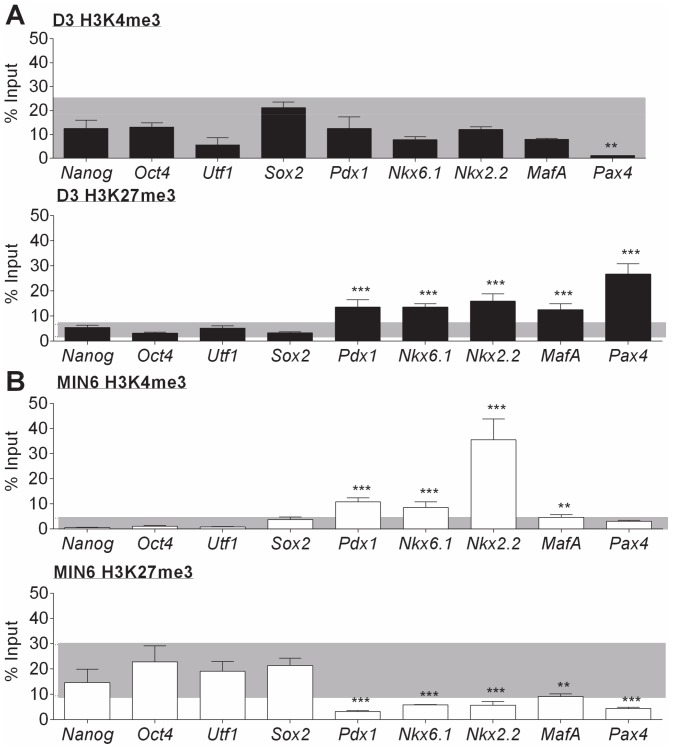
ChIP analysis for H3K4me3 and H3K27me3 at the key pluripotency and β-cell transcription factors in D3 and MIN6 cells. ChIP assays for the active H3K4me3 and repressive H3K27me3 histone modifications were carried out on chromatin extracts from **A**) D3 cells; and B) MIN6 cells. The presence of each histone modification at a locus within 1 kb of the transcription start site of the pluripotency (*Nanog, Oct4, Utf1* and *Sox2*) and β-cell (*Pdx1, Nkx6.1*, *Nkx2.2*, *MafA* and *Pax4*) transcription factors was then quantified by qPCR analysis. Binding values of non-immune IgG were subtracted from the binding values of antibodies for each histone modification. The data is presented as the amount of DNA specifically bound relative to the total amount of DNA, expressed as a percentage. As a benchmark to determine the level of histone binding that would indicate the significance of a histone modification at a gene of interest, the grey area represents the range two standard deviations around the mean of binding by the pluripotency genes (*Nanog*, *Oct4*, *Utf1* and *Sox2*) grouped together. The results are the mean and standard deviation of three independent experiments. Statistically significant differences in binding at a β-cell gene of interest in comparison to the benchmark range are denoted by **p<0.01 and ***p<0.001.

### The status of SUZ12 and JMJD3 binding at the key β-cell transcription factors in D3 and MIN6 cells

The H3K27 methylase component (SUZ12) was significantly enriched at the *Pdx1* (*p*<0.001), *Nkx2.2* (*p*<0.001), *MafA* (*p*<0.01) and *Pax4* (*p*<0.001) loci in MIN6 compared to D3 cells, but *Nkx6.1* showed similar high levels of enrichment of SUZ12 in both cell lines. The H3K27me3 demethylase (JMJD3) was also enriched at the *Pdx1* (*p*<0.01), *Nkx6.1* (*p*<0.05) and *Nkx2.2* (*p*<0.001) loci in MIN6 compared to D3 cells, but there was no difference in the levels of enrichment at the *MafA* or *Pax4* loci between the two cell types (**Figure 3A**). Linear regression analysis showed a positive relationship between SUZ12 and JMJD3 binding at the β-cell loci in both D3 (R^2^ = 0.544) and MIN6 cells (R^2^ = 0.723) (**Figure 3B**). The similar relationship between SUZ12 and JMJD3 binding at the β-cell transcription factor loci in both D3 and MIN6 cells was a surprising finding given the marked differences in the relative levels of H3K27me3 at these loci in the two cell types. It is possible that the kinetic properties of these enzymes can result in large changes in net methylation levels with only small changes in the amount of enzyme present. To assess this possibility, we next assessed the effect of modulating SUZ12 levels on methylation levels.

**Figure 3:**
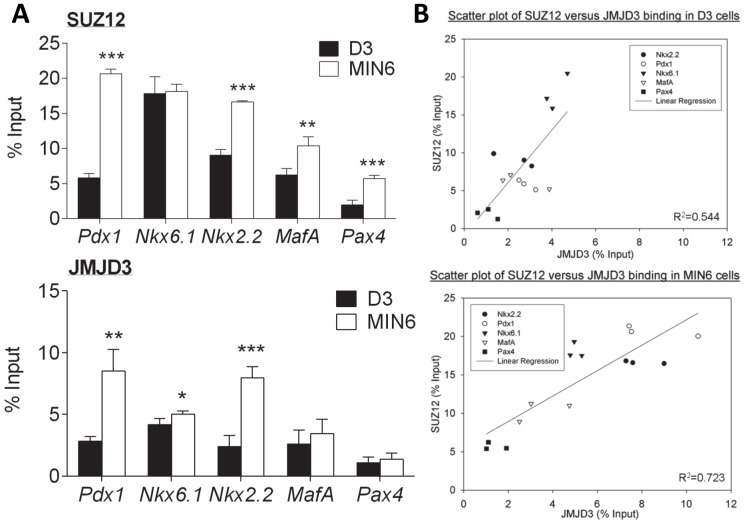
Analysis of SUZ12 and JMJD3 binding at the key β-cell transcription factors in D3 and MIN6 cells. **A**) ChIP assays for SUZ12 and JMJD3 were carried out on chromatin extracts from D3 (*black bars*) and MIN6 (*white bars*) cells. The presence of SUZ12 and JMJD3 at a locus within 1 kb of the transcription start site of the β-cell transcription factors, *Pdx1*, *Nkx6.1*, *Nkx2.2*, *MafA* and *Pax4* was then quantified by qPCR analysis. Binding values of non-immune IgG were subtracted from the binding values of SUZ12 and JMJD3 antibodies. The data is presented as the amount of DNA specifically bound relative to the total amount of DNA, expressed as a percentage. The results are the mean and standard deviation of three independent experiments. Statistically significant differences in SUZ12 and JMJD3 binding between D3 and MIN6 cells are denoted by *p<0.05, **p<0.01 and ***p<0.001. **B**) Scatter plot representation of SUZ12 versus JMJD3 binding at the key β-cell transcription factors in D3 and MIN6 cells. The results of three independent experiments are shown. A linear regression was performed on all of the data in each plot.

### Analysis of siRNA-mediated knockdown of Suz12 in D3 cells

siRNA-mediated knockdown of *Suz12* in D3 cells was performed and the effect on gene expression assessed. Preliminary analysis showed that the SUZ12 protein was highly stable in D3 cells. After 72 h transfection, *Suz12* expression was 73±6% lower in the *Suz12* siRNA sample relative to the scrambled siRNA treatment (*p*<0.001) but there was no difference in SUZ12 protein expression between treatments (*p*>0.05) (data not shown). To achieve effective knockdown of SUZ12 in D3 cells, it was necessary to transfect D3 cells with *Suz12* siRNA for at least 144 h.

The *Suz12* or *Gapdh* (positive control) siRNA treatments caused significantly lower levels of target gene expression compared to the scrambled siRNA control treatment at 144 h transfection (65±5% and 69±12% lower expression after the *Suz12* or *Gapdh* siRNA, respectively, *p*<0.001) (**Figure 4A**). Immunofluorescence localization of SUZ12 showed that *Suz12* siRNA treatment caused a significant reduction in the levels of nuclear SUZ12 staining (71±6% lower expression in the sample relative to the scrambled siRNA treatment, *p*<0.001) (**Figure 4B**).

**Figure 4:**
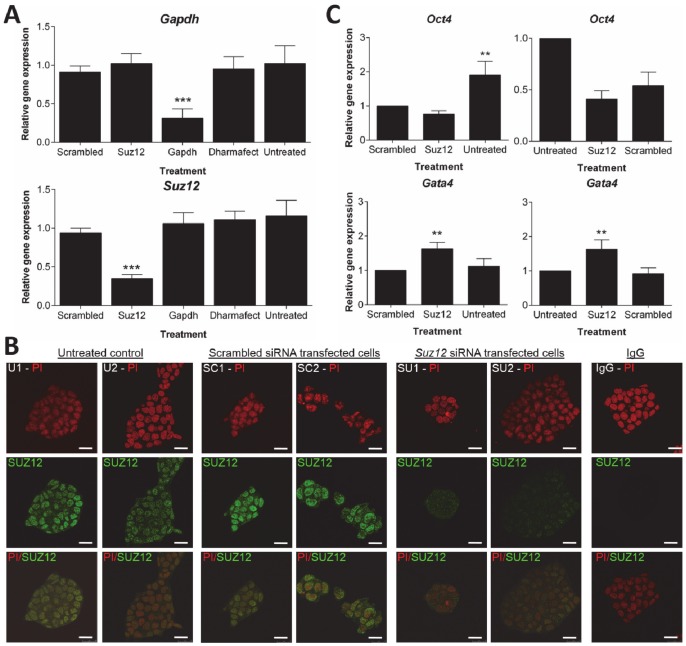
Analysis of siRNA-mediated knockdown of *Suz12* in D3 cells after 144 h transfection. D3 cells were transfected with 100*Gapdh*, *Suz12* or non-targeting ‘scrambled’ siRNA using the DharmaFECT 1 transfection reagent in antibiotic-free ES cell medium. Untreated control cells were maintained in antibiotic-free ES cell medium only. The ‘Dharmafect’ control was cultured in transfection medium without siRNA. **A**) qRT-PCR analysis was performed to test the expression status of *Gapdh* and *Suz12* at 144 h transfection. The data is expressed as the average relative gene expression ± standard deviation in comparison to the scrambled siRNA. Quantified values were normalized against two housekeeping genes, *Tbp* and *Actb.* The results are the mean and standard deviation of three independent experiments. Statistically significant differences in gene expression levels are denoted by ***p<0.001. **B**) Representative immunostaining images of the untreated control (U1-2), scrambled siRNA (SC1-2), *Suz12* siRNA (SU1-2) and cell colonies stained with non-immune IgG (IgG) are shown. DNA within the cell nuclei were counter-stained red with propidium iodide (PI) (*top panel*). Cells that expressed SUZ12 were stained green with anti-SUZ12 antibody (*middle panel*). Images from these two channels were merged to show co-localisation (*bottom panel*). Images were single-equatorial confocal sections (0.7 µm) of cell colonies. The images shown here are representative of four independent replicate experiments with at least three colonies per replicate examined. The scale bars are 25 µm. **C**) qRT-PCR analysis of *Oct4* and *Gata4* expression at 144 h transfection. The data is expressed as the average relative gene expression ± standard deviation in comparison to the scrambled siRNA (left column) or untreated sample (right column). Quantified values were normalized against two housekeeping genes, *Tbp* and *Actb.* The results are the mean and standard deviation of three independent experiments. Statistically significant differences in gene expression levels are denoted by **p<0.01.

In D3 cells with SUZ12 knockdown, expression of the five β-cell genes (*Pdx1*, *Nkx6.1*, *Nkx2.2*, *MafA* and *Pax4*) remained undetectable by qRT-PCR. This indicates that this treatment failed to initiate the transcription of these lineage defining genes in D3 cells. The *Suz12*-siRNA treatment also had no effect on the expression of *Oct4* relative to scrambled control, although the transfection process itself had some adverse affects on *Oct4* expression (*p*<0.01). A marker of ES cell differentiation, *Gata4*, did show a significantly higher level of expression in *Suz12* siRNA treated cells (*p*<0.01) (**Figure 4C**) but not after transfection of control siRNA, indicating that a reduction in PcG did have some effect on the differentiation status of D3 cells, but not on the genes of interest.

*Suz12* siRNA treatment caused a decrease in SUZ12 binding at several of the β-cell loci (*Pdx1*, *p*<0.05; *Nkx2.2*, *p*<0.01; and *Nkx.1*, *p*<0.001). This was also the case for the marker gene for ES cell differentiation, *Gata4* (*p*<0.01). Two β-cell transcription factors (*Pax4* and *MafA*) showed no significant change in SUZ12 enrichment (p>0.05) (**Figure 5A**). The marked reduction in the levels of SUZ12 at *Pdx1, Nkx2.2* and *Nkx6.1* loci was not accompanied by a decrease in the level of H3K27me3 enrichment at these loci. This was also the case for the differentiation marker *Gata4*. (**Figure 5B**). Thus, a marked change in the level of SUZ12 present at loci had no detectable effect on the level of H3K27me3 at these loci. The result shows that the level of PRC2 at loci of pluripotent cells is not of itself a primary or sufficient determinant of maintaining the epigenetic bivalency of β-cell lineage-specific genes in an epigenetically poised state. It is not known whether this is a general feature of all bivalent loci, nor was the status of constitutively expressed genes (such as the housekeeping genes) assessed.

**Figure 5:**
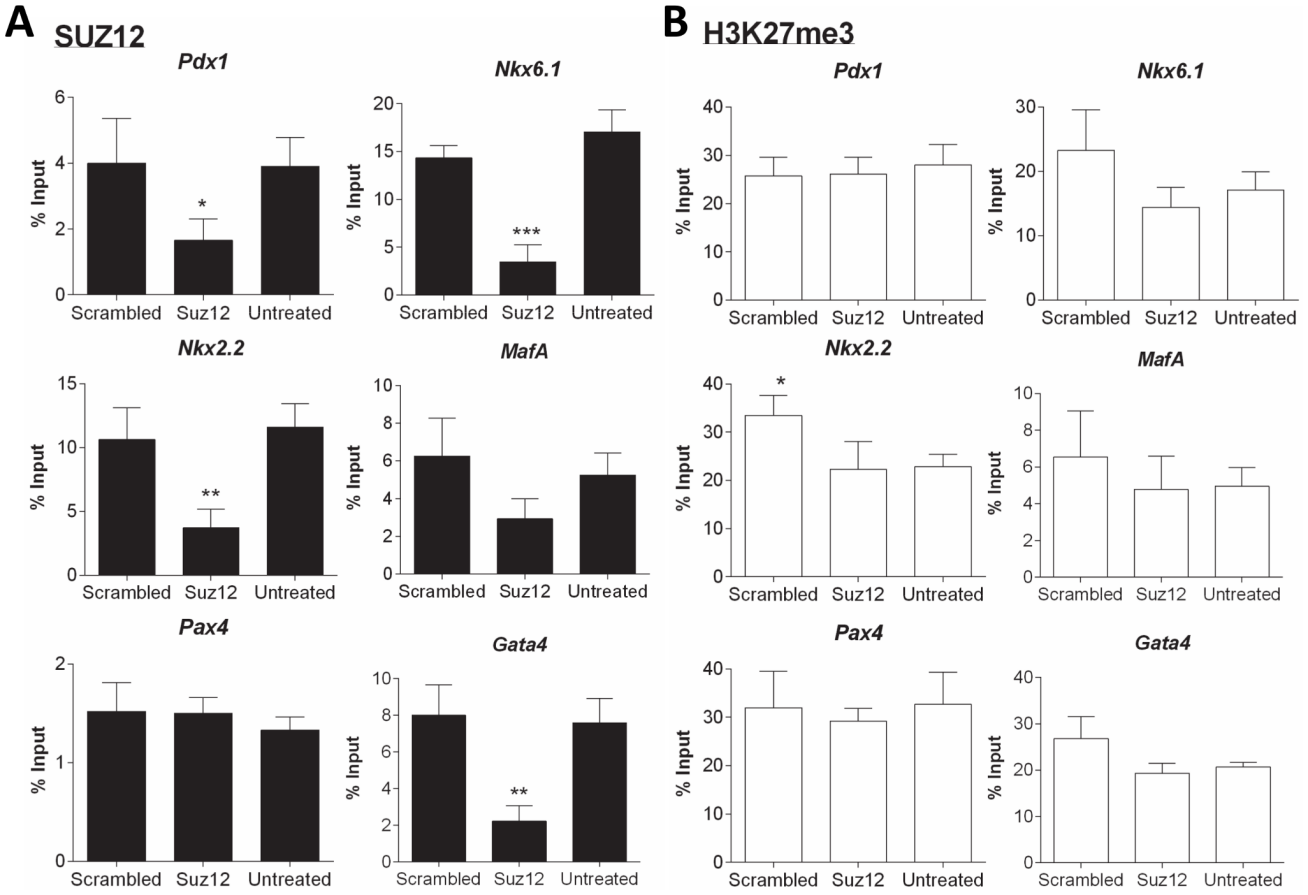
The effect of siRNA-mediated transfection on SUZ12 and H3K27me3 binding at *Gata4* and the key β-cell transcription factors in D3 cells. D3 cells were transfected with 100*uz12* or non-targeting ‘scrambled’ siRNA using the DharmaFECT 1 transfection reagent in antibiotic-free ES cell medium. Untreated control cells were maintained in antibiotic-free ES cell medium only. ChIP assays for **A**) SUZ12 and **B**) H3K27me3 were carried out on chromatin extracts from samples after 144 h transfection. The presence of SUZ12 and H3K27me3 at a locus within 1 kb of the transcription start site of *Gata4* and the β-cell transcription factors, *Pdx1*, *Nkx6.1*, *Nkx2.2*, *MafA* and *Pax4* were then quantified by qPCR analysis. Binding values of non-immune IgG were subtracted from the binding values of SUZ12 or H3K27me3 antibody. The data is presented as the amount of DNA specifically bound relative to the total amount of DNA, expressed as a percentage. The results are the mean and standard deviation of three independent experiments. Statistically significant differences in SUZ12 or H3K27me3 binding at a loci are denoted by *p<0.05, **p<0.01 and ***p<0.001.

## Discussion

This study shows that a range of core transcription factors that define the pluripotent state are characterized by an active epigenetic signature in ES cells and have a characteristic repressive epigenetic signature in the MIN6 β-cell insulinoma line. By contrast, a range of putative core β-cell transcription factor genes displayed an epigenetically bivalent signature in ES cells, and this was generally resolved to an active monovalent signature in MIN6 β-cells. This epigenetic resolution resulted from the relative depletion of H3K27me3 from the transcription start site at these loci in the β-cell line. These changes in the epigenetic signatures were accompanied by the expected changes in the relative levels of expression of each of these transcription factor genes between the two lineages.

Methylation of H3K27 is most commonly catalyzed by the PRC2 complex, composed of EZH2, SUZ12 and EED [18], [19]. PRC2 has a role in maintaining the pluripotent state and has markedly reduced expression upon the differentiation of ES cells [31]–[35]. Conversely, the H3K27me3 demethylases, UTX and JMJD3 are reported to be absent from bivalent genes in ES cells and are recruited to some of these genes, including the homeotic Hox gene family, upon differentiation [36], [37]. This is consistent with our observation that the differentiation marker *Gata4* was upregulated upon knock-down of SUZ12 in ES cells. Yet, this upregulation of *Gata4* occurred without any detectable decrease in the amount of H3K27me3 associated with this loci. Furthermore, the knockdown of SUZ12 (or the treatment with the known PRC2 inhibitor, 5 µM 3-Deazaneplanocin A, data not shown) did not cause a change in the level of H3K27me3 at each of the β-cell transcription factor loci in ES cells or a change in their level of expression. Surprisingly, SUZ12 was present at high levels at the β-cell transcription factor loci in both ES cells and β-cells despite there being a large relative reduction of H3K27me3 at these loci in β-cells. While SUZ12 was reduced in MIN6 cells relative to the same site in ES cells this was accompanied by a similar reduction in the amount of JMJD3 (a H3K27me3 demethylase) at the transcription start site of most of these loci. In both cell types, there was a direct positive relationship between the levels of SUZ12 (methylase) and JMJD3 (demethylase). This relationship was surprising and different from that expected based upon the observations that the homeotic HOX family genes showed UTX and JMJD3 dependent loss of H3K27me3 upon differentiation of ES cells [36], [37]. It is possible that resolution of epigenetic bivalency of homeotic genes and lineage-specifying genes involve different epigenetic mechanisms and this possibility requires further investigation.

This unexpected relationship between PRC2 and JMJD3 might suggest that some regulatory mechanisms exist between these two enzymes that govern total H3K27me3 levels. It was therefore expected that the net level of H3K27me3 would result from an equilibrium between the actions of methylases and demethylases, and that reduction in methylase activity by the knock-down of SUZ12 would change the equilibrium in favour of lower H3K27me3. Yet this was not found to be the case. Genetic studies show that SUZ12 is essential for PRC2 activity [38], [39] so the markedly reduced levels of SUZ12 detected after these treatments might have been expected to result in a reduction in the PRC activity. Perhaps some unexpected compensatory changes in demethylase activity occurred to maintain high net levels of H3K27me3 at these loci. It is noteworthy that SUZ12 was highly refractory to siRNA-mediated knockdown, requiring treatment over 144 h to achieve a transient reduction of ∼70%. This suggests that SUZ12 is a highly stable protein. The study design does not exclude the possibility that the remaining protein was sufficient to maintain normal levels of methylation, yet a finding that the PRC inhibitor, Deazaneplanocin A, was also without effect may suggest otherwise. If the remaining protein was sufficient to maintain the H3K27me3, this may indicate that ES cells normally possess a very large ‘reserve capacity’ of this enzyme activity. The long and extensive transfection procedure required to achieve efficient knockdown did cause some changed gene expression and some impact of this on the results cannot be entirely excluded. While MIN6 β-cells are a transformed cell line, they share many of the characteristics of normal β-cells. For example, cultured MIN6 cells are homogeneous in morphology and grow in clusters that contain neuroendocrine granules similar to *in vivo* β-cells [25], [40]. MIN6 cells also express liver-type glucose transporter that *in vivo* β-cells require for glucose sensing [41]. Importantly, MIN6 cells have the ability for glucose-stimulated insulin secretion at a rate similar to normal mouse islets [42], Despite these similarities, the possibility that their transformed state impacts on their epigenetic profile should be born in mind.

This study provides the first comparative analysis of some aspects of the epigenetic state of the core transcription factor genes that code for the pluripotent and pancreatic β-cell lineages. The results identified an association of both histone modifications and DNA methylation at the key pluripotency and β-cell transcription factors in D3 and MIN6 cells. The findings show that loss of H3K27me3 at the key β-cell transcription factors is associated with β-cell lineage specification. A novel association between SUZ12 and JMJD3 at a regulatory region of the β-cell loci in D3 and MIN6 cells was identified, which inferred a role for an equilibrium between H3K27 methylase and demethylase activity in the epigenetic regulation of these genes. However, inhibition or depletion of cellular levels of PRC2-associated SUZ12 protein did not reduce H3K27me3 binding at the β-cell loci or result in the expression of β-cell genes in treated D3 cells. The results indicate that multiple levels of control of the maintenance of the bivalent epigenetic state of core developmental genes occurs within ES cells.

## Supporting Information

Figure S1 **ChIP analysis across three antibody concentrations for SUZ12.** ChIP assays using a range of SUZ12 antibody concentrations were carried out on chromatin extracts from A) D3 mouse ES cells (*black bars*) and B) MIN6 pancreatic β-cells (*white bars*). The presence of SUZ12 at a locus within 1 kb of the transcription start site of *Brachyury* was then quantified by qPCR. Binding values of non-immune IgG were subtracted from the binding values of SUZ12 antibody. The data is presented as the amount of DNA specifically bound relative to the total amount of DNA, expressed as a percentage. The results are the mean and standard deviation of three independent experiments. The results of an analysis of variance are stated in the text. Information on the materials and methods used for this analysis is provided in the Materials and Methods S1 file.
(DOCX)

Figure S2 **ChIP analysis across three antibody concentrations for JMJD3.** ChIP assays using a range of JMJD3 antibody concentrations were carried out on chromatin extracts from A) D3 mouse ES cells (*black bars*) and B) MIN6 pancreatic β-cells (*white bars*). The presence of JMJD3 at a locus within 1 kb of the transcription start site of *Nodal* was then quantified by qPCR. Binding values of non-immune IgG were subtracted from the binding values of JMJD3 antibody. The data is presented as the amount of DNA specifically bound relative to the total amount of DNA, expressed as a percentage. The results of an analysis of variance are stated in the text. The results are the mean and standard deviation of three independent experiments. The results of an analysis of variance are stated in the text. Information on the materials and methods used for this analysis is provided in the Materials and Methods S1 file.
(DOCX)

Table S1 **Validation of the microarry data by qRT-PCR.**
(PDF)

Table S2 **Quantitative RT-PCR primer sequences.**
(PDF)

Table S3 **Bisulfite PCR primer sequences.**
(PDF)

Table S4 **Primary antibodies and immunoglobulins used in ChIP.**
(PDF)

Table S5 **Quantitative PCR primer sequences of gene promoters.**
(PDF)

Table S6 **Gene Ontology enrichment analysis of genes upregulated in one cell line relative to the other.**
(PDF)

Materials and Methods S1

# Supplementary material for: The Epigenetic Bivalency of Core Pancreatic β-Cell Transcription Factor Genes within Mouse Pluripotent Embryonic Stem Cells Is Not Affected by Knockdown of the Polycomb Repressive Complex 2, SUZ12
**Source:** PLoS One. 2014 May 20;9(5):e97820. doi: 10.1371/journal.pone.0097820
**Supplement:** Table S1 — Validation of the microarry data by qRT-PCR.

Table S1. Validation of the microarray data by qRT-PCR

	MIN6 (C _T) ^a	D3 (C _T) ^a	Microarray<br>(expression<br>fold change)	qRT-PCR<br>(expression<br>fold change) ^b
Upregulated transcripts in MIN6 relative to D3 cells				
<i>Ins2</i>	8.39 ± 1.23	NE	121.63	N/A
<i>Ins1</i>	12.47 ± 2.09	NE	99.59	N/A
<i>Pdx1</i>	18.42 ± 1.32	NE	29.30	N/A
<i>Nkx6.1</i>	21.17 ± 1.08	NE	27.10	N/A
<i>Pax4</i>	23.97 ± 1.13	NE	3.17	N/A
<i>MafA</i>	25.43 ± 2.14	NE	3.18	N/A
Downregulated transcripts in MIN6 relative to D3 cells				
<i>Nanog</i>	NE	22.38 ± 1.25	-63.62	N/A
<i>Oct4</i>	NE	22.37 ± 0.59	-63.46	N/A
<i>Sox2</i>	33.30 ± 2.30	23.93 ± 1.46	-11.01	-36.84 ± 6.48
<i>Lin28</i>	26.67 ± 2.39	19.78 ± 1.15	-10.84	-44.99 ± 4.26
<i>Dppa3</i>	30.24 ± 1.21	25.68 ± 1.23	-3.07	-10.58 ± 1.30
<i>Dnmt3b</i>	25.81 ± 1.18	21.37 ± 0.12	-2.24	-7.25 ± 0.38

Abbreviations: C_T, threshold cycle; NE, not expressed; N/A, not applicable.

^aData presented as mean C_T ± standard deviation for N = 3 independent experiments.

C_T values were normalised to the *Actb* and *Tbp* threshold cycles for each sample

^bData presented as mean expression fold change in MIN6 relative to D3 cells ± standard deviation for N = 3 independent experiments.

# Supplementary material for: The Epigenetic Bivalency of Core Pancreatic β-Cell Transcription Factor Genes within Mouse Pluripotent Embryonic Stem Cells Is Not Affected by Knockdown of the Polycomb Repressive Complex 2, SUZ12
**Source:** PLoS One. 2014 May 20;9(5):e97820. doi: 10.1371/journal.pone.0097820
**Supplement:** Table S2 — Quantitative RT-PCR primer sequences.

**Table S2. Quantitative RT-PCR primer sequences**

| Gene           | Forward 5'-3'             | Reverse 5'-3'              | Product size | Gene Accession No. |
|----------------|---------------------------|----------------------------|--------------|--------------------|
| <i>Actb</i>    | CTAAGGCCAACCGTGAAAAG      | GTACGACCAGAGGCATACG        | 109          | NM_007393          |
| <i>Cyp4x1</i>  | ACCACAATGTGCATCAAGGA      | TGTCCATCTGGGAGGGTAAG       | 95           | NM_001003947       |
| <i>Dnmt3b</i>  | AGTGACCAGTCCTCAGACACGAAG  | ATCAGAGCCATTCCCATCATCTAC   | 210          | NM_001003961.3     |
| <i>Dppa3</i>   | AAGGGTCCGCACTTTGTTGT      | CATCTGAATGGCTCACTGTCC      | 129          | NM_025274          |
| <i>Gapdh</i>   | TGCCCCCATGTTTGTGATG       | TGTGGTCATGAGCCCTTCC        | 151          | NM_008084.2        |
| <i>Gata4</i>   | CACAAGATGAACGGCATCAACC    | CAGCGTGGTGGTGGTAGTCTG      | 111          | NM_008092          |
| <i>Hoxb1</i>   | CATCAGCCTACGACCTCCTC      | CGCTGTCCTTAGGTGGGTTTC      | 119          | NM_008266          |
| <i>Ins1</i>    | CCAGCTATAATCAGAGACCA      | GTGTAGAAGAAGCCACGCT        | 197          | NM_008386          |
| <i>Ins2</i>    | CCCTGCTGGCCCTGCTCTT       | AGGTCTGAAGGTCACCTGCT       | 213          | NM_001185083       |
| <i>Lin28</i>   | GTCTTTGTGCACCAGAGCAA      | CTTTGGATCTTCGCTTCTGC       | 193          | NM_145833          |
| <i>MafA</i>    | GAGGAGGTCATCCGACTGAA      | CTCTGGAGCTGGCACTTCTC       | 125          | NM_194350          |
| <i>Pax4</i>    | TGGCTTCCTGTCCTTCTGTGAGG   | TCCAAGACACCTGTGCGGTAGTAG   | 242          | NM_011038          |
| <i>Pdx1</i>    | ACCGCGTCCAGCTCCCTTTC      | CAACATCACTGCCAGCTCCACC     | 212          | NM_008814          |
| <i>Nanog</i>   | AGGGTCTGCTACTGAGATGCTCTG  | CAACCACTGGTTTTTCTGCCACCG   | 361          | NM_028016          |
| <i>Nkx2.2</i>  | CCGGGCGGAGAAAGGTATG       | CTGTAGGCGGAAAAGGGGA        | 156          | NM_010919          |
| <i>Nkx6.1</i>  | ACTTGGCAGGACCAGAGAGA      | CGATTTGTGCTTTTTCAGCA       | 266          | NM_144955          |
| <i>Nr2f1</i>   | TGAGAAGCCAGTACCCCAAC      | GCTCGATGACAGAGGAGGAC       | 93           | NM_010151          |
| <i>Oct4</i>    | GAGGGATGGCATACTGTGGAC     | GGTGTACCCCAAGGTGATCC       | 272          | NM_013633          |
| <i>Sox2</i>    | CCCCTTTTATTTTCCGTAGTTGTAT | TCAAACCTGTGCATAATGGAGTAAAA | 151          | NM_011443          |
| <i>Suz12</i>   | CTTCCAGCCAGAAGAAAACG      | GCATGGCCACTTCATATTCC       | 121          | NM_199196.2        |
| <i>Tbp</i>     | GAATTGTACCGCAGCTTCAAAA    | AGTGCAATGGTCTTTAGGTCAAGTT  | 76           | NM_013684          |
| <i>Tcfap2b</i> | CCACGTCAACGATCCCTACT      | CTTCTGAGCCCACTTCTTGG       | 92           | NM_009334          |
| <i>Trpc5</i>   | CCAAAACAAATGAGGGGCTA      | TGGAGAGGCTTCTTCTTGGA       | 123          | NM_009428          |

# Supplementary material for: The Epigenetic Bivalency of Core Pancreatic β-Cell Transcription Factor Genes within Mouse Pluripotent Embryonic Stem Cells Is Not Affected by Knockdown of the Polycomb Repressive Complex 2, SUZ12
**Source:** PLoS One. 2014 May 20;9(5):e97820. doi: 10.1371/journal.pone.0097820
**Supplement:** Table S3 — Bisulfite PCR primer sequences.

Table S3. Bisulfite PCR primer sequences

Gene	Forward 5'-3'	Reverse 5'-3'	Distance from transcription start site
<i>Actb</i>			
Outer	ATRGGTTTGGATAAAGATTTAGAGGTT	TAACTAATACCTCACTACAAAATCCTAAAA	+487 to +108
Inner	TTTAAATATTGTGTATTTTAAAGATGGATT	TAACTAATACCTCACTACAAAATCCTAAAA	+398 to +108
<i>Oct4</i>			
Outer	AGGTGTAATGGTTGTTTTGTTTTGGTTTTG	TAACCCATCACCCCCACCTAATAAAAATAA	-125 to +482
Inner	TATGGGTTGAAATATTGGGTTTATTTATAT	TCTAAAACCAAATATCCAACCATAA	-85 to +450
<i>Pdx1</i>			
Outer	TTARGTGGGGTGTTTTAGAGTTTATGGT	AAACTTCCCTACTCCAATAATCCCAA	+86 to +464
Inner	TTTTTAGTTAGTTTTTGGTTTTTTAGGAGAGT	AAACTTCCCTACTCCAATAATCCCAA	+129 to +464

# Supplementary material for: The Epigenetic Bivalency of Core Pancreatic β-Cell Transcription Factor Genes within Mouse Pluripotent Embryonic Stem Cells Is Not Affected by Knockdown of the Polycomb Repressive Complex 2, SUZ12
**Source:** PLoS One. 2014 May 20;9(5):e97820. doi: 10.1371/journal.pone.0097820
**Supplement:** Table S4 — Primary antibodies and immunoglobulins used in ChIP.

Table S4. Primary antibodies and immunoglobulins used in ChIP

Antibody	Supplier	Catalogue No.	Concentration of antibody
IgG from mouse serum	Sigma-Aldrich	I5381	As per antibody of interest
IgG from rabbit serum	Sigma-Aldrich	I5006	As per antibody of interest
Mouse monyclonal to H3K27me3	Active-Motif	39535	2.5 µg
Rabbit polyclonal to H3K4me3	Active-Motif	39159	2.5 µg
Rabbit polyclonal to H3K9Ac	Abcam	AB4441	2.5 µg
Rabbit polyclonal to H3K9Me3	Abcam	AB8898	2.5 µg
Rabbit polyclonal to JMJD3	Abcam	AB85392	4 µg
Rabbit polyclonal to SUZ12	Abcam	AB12073	3 µg

# Supplementary material for: The Epigenetic Bivalency of Core Pancreatic β-Cell Transcription Factor Genes within Mouse Pluripotent Embryonic Stem Cells Is Not Affected by Knockdown of the Polycomb Repressive Complex 2, SUZ12
**Source:** PLoS One. 2014 May 20;9(5):e97820. doi: 10.1371/journal.pone.0097820
**Supplement:** Table S5 — Quantitative PCR primer sequences of gene promoters.

Table S5. Quantitative PCR primer sequences of gene promoters

Gene	Forward 5'-3'	Reverse 5'-3'	Distance from transcription start site
<i>Actb</i>	GCAGGCCTAGTAACCGAGACA	AGTTTTGGCGATGGGTGCT	-335
<i>Cyp4x1</i>	GTGGACCAGATGAAGCCATT	TGACTTCTCTGTCCCCATCC	-560
<i>Gata4</i>	CACAAGATGAACGGCATCAACC	CAGCGTGGTGGTGGTAGTCTG	-404
<i>Hoxb1</i>	CAGTCTCCCTCTCCCTTCCT	CTTATCCCAGAACCCCCATT	-595
<i>MafA</i>	GGATCTGAGACACCGAAGGA	GTGGCAGATTCTGAGGTTCC	-759
<i>Pax4</i>	GGCCCATGCTTGAGTACATT	ACCTTGTGGCTCTACCCTGA	-240
<i>Pdx1</i>	TTGGGAGCGGTTTTGTAAAG	CTCTCTCAGTCGCCTGATCC	-268
<i>Nanog</i>	TTAAAAAGCCGCACTTTTGG	GACCTTGCTGCCAAAGTCTC	-421
<i>Nkx2.2</i>	GAGGACCAAGCCTCTGAACA	TCCTTGGAGGGCTTAAGATG	-486
<i>Nkx6.1</i>	GCTATTGGAGGCGGTGTTTA	GGGGCCAAAATGAGAACTTT	-660
<i>Nr2f1</i>	AGGGGAAAAGGACTTTCCAA	AATCAAAGGCGACTGACTGG	-119
<i>Oct4</i>	GGCTCTCCAGAGGATGGCTGAG	TCGGATGCCCCATCGCA	-361
<i>Sox2</i>	CCATCCACCCTTATGTATCCAAG	CGAAGGAAGTGGGTAAACAGCAC	-361
<i>Tcfap2b</i>	TTAGTGGCTGCATTGATTCTG	TGGGTCACAGAATCCACAGA	-228
<i>Trpc5</i>	GGGTCTCCACAGCTCTCAG	CCACCCCTAGATCCCAAAT	-490
<i>Utl1</i>	TGCCCTCTTCACTCGATCTT	ACTCAGGACCTTCGGTGAGA	-709

# Supplementary material for: The Epigenetic Bivalency of Core Pancreatic β-Cell Transcription Factor Genes within Mouse Pluripotent Embryonic Stem Cells Is Not Affected by Knockdown of the Polycomb Repressive Complex 2, SUZ12
**Source:** PLoS One. 2014 May 20;9(5):e97820. doi: 10.1371/journal.pone.0097820
**Supplement:** Table S6 — Gene Ontology enrichment analysis of genes upregulated in one cell line relative to the other.

Table S6. Gene Ontology enrichment analysis of genes upregulated in one cell line relative to the other

Gene Ontology category	Proportion of differentially expressed genes (%)
<i>Genes upregulated in D3 relative to MIN6 cells</i>	
Metabolism	14.2
Development	12.0
Cell differentiation	10.1
Biosynthesis	5.4
Morphogenesis	5.4
Binding	4.7
Transport	4.7
Cell communication	4.1
Embryonic development	4.1
Signal transduction	3.5
Nucleobase, nucleoside, nucleotide and nucleic acid metabolism	3.5
Regulation of gene expression, epigenetic	2.2
Other*	26.4
<i>Genes upregulated in MIN6 relative to D3 cells</i>	
Transport	13.7
Metabolism	11.2
Cell	8.7
Cell communication	6.8
Response to external stimulus	5.6
Behavior	5.0
Binding	5.0
Protein binding	3.7
Cell-cell signaling	3.7
Protein metabolism	3.7
Receptor binding	3.1
Carbohydrate metabolism	3.1
Enzyme regulator activity	3.1
Cytoplasm	2.5
Signal transduction	2.5
Cell differentiation	2.5
Intracellular	2.5
Other*	13.7

* Consists of categories that contained less than 2% of the differentially expressed genes (29 categories for D3 and 12 for MIN6)

# Supplementary material for: The Epigenetic Bivalency of Core Pancreatic β-Cell Transcription Factor Genes within Mouse Pluripotent Embryonic Stem Cells Is Not Affected by Knockdown of the Polycomb Repressive Complex 2, SUZ12
**Source:** PLoS One. 2014 May 20;9(5):e97820. doi: 10.1371/journal.pone.0097820
**Supplement:** Materials and Methods S1

Supplementary Materials and Methods

Supplementary information for Table 1

The microarray results were validated by qRT-PCR analysis, whereby the relative expression level of 12 genes by D3 and MIN6 cells was quantified. These genes were selected from the microarray data and spanned between those with low relative gene expression to those with high relative gene expression between D3 and MIN6 cells.

qRT-PCR analysis of six chosen genes that were upregulated in MIN6 relative to D3 cells (*Ins2, Ins1, Pdx1, Nkx6.1, Pax4* and *MafA*) showed that they were not expressed at a detectable level in D3. As such, the qRT-PCR expression fold change between D3 and MIN6 cells could not be calculated. However, expression of these genes was detected in MIN6 cells by qRT-PCR. Analysis of the C_T_ values found that the trend in expression of these six genes by MIN6 cells was consistent with the microarray expression fold change levels. That is, a low C_T_ value of 8.39 ± 1.23 for *Ins2* correlated with a high microarray fold change of 121.63, whereas a higher C_T_ value of 25.43 ± 2.14 for *MafA* correlated with a low microarray fold change of 3.18.

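Among 5 of these genes, those with brighter array signals in MIN6 cells mostly had lower threshold cycles. Nkx6-1 had a mean log2 signal of 12.66 ± 0.03 (SD, n = 3) and Pax4 of 9.37 ± 0.12 (SD, n = 3). The paper's threshold cycles are 8.39 for Ins2, 18.42 for Pdx1, 21.17 for Nkx6-1, 23.97 for Pax4 and 25.43 for Mafa. Over the 5 genes, Spearman's rho between array level and threshold cycle was -0.9 (2-sided exact permutation test, p = 0.0833, where 0.0167 is the smallest p possible), and Pearson's r was -0.904 (p = 0.0167, where 0.00833 is the smallest). With the fitted log2 fold change in place of the level rho was -1 (exact permutation test, p = 0.0167), which rests on the order of Pax4 and Mafa against D3 signals at background, and with the lower bounds of the folds, a setting chosen after the data were seen, it stayed at -0.9. After adjustment over all relations computed between array and qRT-PCR values, alternatives included, the p of rho was 0.146 and that of r was 0.0468. The relation is across genes, which are not independent replicates, and array probes differ in brightness for the same amount of RNA. Ins1 was not analysed here.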

qRT-PCR analysis of six chosen genes that were down-regulated in MIN6 relative to D3 cells (*Nanog, Oct4, Sox2, Lin28, Dppa3* and *Dnmt3b*) gave an expression change level of a higher magnitude than that of the microarray results. 

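Sox2, Lin28a, Dppa3 and Dnmt3b are the genes with a fold change from both assays. Sox2, Lin28a and Dppa3 were above background on no MIN6 array, so that the arrays bound their log2 changes only at -3.63, -3.58 and -1.67 or lower, while Dnmt3b was measured in both cell lines. The place of Dnmt3b among the other genes is therefore not known from the arrays. Its brighter probe (15.7-fold) is used here. The paper's array fold of -2.24 is matched in size by a dimmer probe (2.24 in the authors' processed values), for which the relation was not computed. Over the 4 genes, Spearman's rho between the array and the qRT-PCR log2 fold changes was 0.8 with the fitted array values (2-sided exact permutation test, p = 0.333) but -0.4 with the lower bounds (exact permutation test, p = 0.75), a setting chosen after the data were seen, so the relation is left undetermined. Pearson's r was 0.556 with the fitted values (exact permutation test, p = 0.583), 0.271 with the bounds and 0.962 with normexp background correction (exact permutation test, p = 0.292), also chosen after. The smallest p that 4 genes allow is 0.0833 for rho and 0.0417 for r.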

The trend in relative gene expression, however, remained consistent; the genes that had a relatively low or high fold change in the microarray data also had a relatively low or high fold change in the qRT-PCR data. Therefore, the qRT‑PCR results confirmed and properly reflected the trends in the microarray to show that the microarray results were valid.

Supplementary information for Figures S1 and S2

ChIP assays were carried out with three concentrations of SUZ12 and JMJD3 antibodies in D3 and MIN6 cells. This was to assess the optimal concentration of antibodies for use. *Brachyury* and *Nodal* were chosen as the positive gene controls based on the finding by Dahle *et al*. (2010) that they were bound by SUZ12 and JMJD3, respectively, in ES cells.

*SUZ12 antibody*

SUZ12 binding at the *Brachyury* locus increased in an antibody concentration dependent manner in both D3 (p < 0.001) (Supplementary Figure 1A) and MIN6 cells (p < 0.01) (Supplementary Figure 1B). The level of binding between the use of 2 µg or 3 µg antibody, however, was not different from each other (p > 0.05). This indicated that at least 2 µg SUZ12 antibody was sufficient to saturate the antigen at the *Brachyury* locus in both cell lines.

*JMJD3 antibody*

There was also a significant effect of antibody concentration on JMJD3 binding at the *Nodal* locus in D3 cells (p < 0.01). However, there was no difference in the level of binding between the use of 3 µg or 4 µg antibody (p > 0.05) (Supplementary Figure 2A). This implied that saturation of the antigen was reached with 3 µg JMJD3 antibody in D3 cells.

In MIN6 cells, there was no difference in the level of JMJD3 binding at the *Nodal* locus between the three tested concentrations of antibody (p > 0.05) (Supplementary Figure 2B). This suggested that 2 µg JMJD3 antibody was adequate for binding to be at equilibrium in MIN6 cells. It was thus decided that ChIP assays on D3 and MIN6 cells would be carried out using 3 µg SUZ12 and 4 µg JMJD3 antibodies.

**Reference:**

Dahle O, Kumar A & Kuehn MR. (2010). Nodal signaling recruits the histone demethylase Jmjd3 to counteract polycomb-mediated repression at target genes. Sci Signal 3(127), ra48.

How the deposited data were processed for this re-analysis (not part of the article)

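Expression was measured in 3 samples of D3 mouse ES cells and 3 samples of MIN6 mouse insulinoma cells, each on 1 Illumina Mouse WG-6 v2.0 array with 45281 probes. The deposited non-normalized table holds signal intensities on a linear scale, which the authors deposited without background subtraction or normalization. The deposited detection score of each probe on each array is headed as a p-value but holds 1 minus p, and it was converted back. The deposited processed table holds the authors' values on a log2-like scale (median 7.86 on the first D3 array), which the paper describes as quantile-normalized with lumi and whose transformation is not given in the sources used here. On the first D3 array these values correlate at r = 0.994 across probes with the log2 normalized signals computed here. They served only as an alternative.

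The intensities were quantile-normalized between the 6 arrays and taken to log2. Each probe was fitted with limma 3.58.1 (lmFit and eBayes, statmod 1.5.0) in R 4.3.3, with 1 coefficient for MIN6 minus D3 and no block, and p-values were adjusted over all probes (Benjamini-Hochberg). A call needs an adjusted p under 0.05 and at least 1.5-fold, with no filter on signal. A probe counts as above background on an array at a detection p under 0.01. Where a probe was above background on no array of a cell line, the fold is a lower bound against the lowest normalized signals above background on those arrays, and where neither cell line was above background no fold is given. Each gene is represented by the probe with the highest mean log2 signal. Of the probes, 34885 have 1 gene symbol, 18 have several and 10378 have none, which gives 19057 genes. The Entrez IDs of 78 probes are not in the RefSeq table, which served for names only. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

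The gene lists are those of Tables 1, 2 and 3, which the study chose from these samples, and lists of other pluripotency genes, other β-cell transcription factors, glucose sensing and insulin secretion, granules and exocytosis, other islet hormones, acinar and ductal markers, feeder and fibroblast markers, germ layer markers, PRC2 and H3K27 demethylases, PRC1, H3K4, H3K9, DNA methylation, chromatin remodelling, replication and mitosis, glycolysis, endoplasmic reticulum, cholesterol and fatty acid synthesis, reference genes, and genes of the ChIP and primer tables. There are 26 lists with 418 listed genes measured. Each was tested with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry, which tests movement in 1 direction and does not compare with other genes. For PRC2, H3K9 and islet hormones the estimate was below 0.01, so a higher correlation is not what lost those calls. It was above 0.01 for the β-cell phenotype (0.229), DNA methylation (0.058) and replication (0.044), whose calls were also lost. The p-values were adjusted over the lists, and calls were also adjusted over each list alone. Some genes are in more than 1 list, among them Foxa2, Mybl2, Phc1, Dppa3 and Dnmt3b.

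Genes named in the text are those of Tables 1 to 3, whose values in the paper had been seen, the 12 largest changes in each direction, up to 4 examples of each list, Suz12, Ezh2, Eed, Kdm6a and Kdm6b, and the reference genes Actb, Tbp and Gapdh. This rule, the lists, the tests and the alternatives were set before the data were examined, apart from those the text names as chosen later. Relations with the paper's qRT-PCR values were tested with exact permutation tests over genes.

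The steps were tested on 45281 simulated probes of which 200 were changed. At 1.5-fold, 27 of 50 changed probes were called (54%), and at 2-, 4- and 8-fold all 50 were called, with 1 unchanged probe called. Changes of exactly 1.5-fold lie on the fold threshold, so noise puts many below it and the 54% does not measure sensitivity. The changed probes were drawn only from probes above background on every D3 array, and far fewer changed than the 11717 called in the data. Recovery of dim probes, and the effect of many changes on the normalization, were therefore not tested. Alternatives were normexp background correction (neqc, offset 16), median scaling, cyclic loess, detection filters at p under 0.01 and under 0.05, a trended and robust prior, a replicate block, the authors' processed values, each array left out, other choices of probe, the methods' Student's t-test, no fold threshold, at least 2-fold, and treat. A block for the slide was not run, since the files give no slide. The paper and the deposited series record call the samples independent, and as far as the samples were not separate cultures the p-values measure only the spread between samples. Ins1, Pcsk2, Hmga1, Zfp57 and other listed genes without a named probe were not analysed here, and the GO enrichment was not repeated.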

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

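The tests of acinar and alpha cells, of the qRT-PCR reference genes and background signals, and of probes with a value at background were chosen only after the results were seen, as was widening the acinar set from 7 to 9 enzymes. The other tests below were set beforehand.

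Some marker genes of other islet cells, which the paper does not discuss, were higher in MIN6 cells, among them 3 hormone genes (Gcg, Ppy and Sst) and Ttr, which encodes a carrier protein. The bounds of the log2 change were 6.56 for Ttr (transthyretin), 4.77 for Gcg (glucagon), 2.95 for Ppy (pancreatic polypeptide) and 2.12 for Sst (somatostatin), and Hhex, a factor of delta cells, had a log2 change of -2.11. Acinar cells in the MIN6 cultures would bring their enzymes, but 0 of 27 values of 9 acinar enzymes were above background on the MIN6 arrays. Since these are markers of other islet cells, that result bears on acinar cells and not on the source of the hormone genes. Delta and PP cells were not tested as a source. A single MIN6 array that differs from the others is argued against, since the highest SD of Gcg, Ttr, Sst and Ppy over the 3 MIN6 arrays was 0.17. Alpha cells in the MIN6 cultures stay open, because 0 of the transcription factors Irx1 and Irx2 were higher in MIN6 cells, which a dim transcript would show too, and so does the possibility that the insulinoma cells themselves may express these genes. The list as a set had 5 of 10 genes higher (Ttr, Gcg, Ppy, Sst and Pyy), 1 lower and 4 not passing, also when adjusted over the list alone. Its adjusted p from camera was 0.00791, but 0.0735 with an estimated correlation, which was -0.0042. Pyy was named after its value was seen. Pyy was above background on only 1 MIN6 array and has no fold.

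The paper's qRT-PCR fold changes of Sox2, Lin28 and Dppa3 are larger than the lower bounds from the arrays, which allow larger changes. Whether an array signal in MIN6 cells at background accounts for this is left open, since 0 of the 9 MIN6 values of these genes were above background, but that is also why they have only bounds and so decides nothing. Higher qRT-PCR reference genes in MIN6 cells are argued against only by the probes used here, whose mean log2 change of Actb and Tbp was -0.70. A rise of at least 1 was predicted, and a mean of 0 or below was to count against it. Actb has other probes that rose, the highest by 1.25 against -1.01 for Tbp, a mean above 0 but short of 1. The reading therefore depends on the Actb probe.

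Probes of 1 gene gave different folds for many genes. With a probe value at background, 51.5% of 3129 called genes (95% exact interval 49.7 to 53.3) had probes that differ by over 1 on the log2 scale, so a signal near background may account for much of this. It does not account for all of it, since 11.2% of 742 called genes (9.01 to 13.7) differed with both probes above background on all 6 arrays, where under 5% was predicted. The interval reaches below the 10% set beforehand as counting against the explanation, and the reading that it is argued against, from the interval lying above 5%, was adopted after the value was seen.

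Other markers of cell types that the paper does not discuss also changed. Krt7, a ductal keratin, had a log2 change of 4.84, against a D3 signal above background on 1 of 3 arrays, Bhlha15, a factor of secretory cells, 2.89 and Krt8, an epithelial keratin, 2.03, all higher in MIN6 cells. With normexp background correction Krt7 was 73.4-fold and Bhlha15 13.6-fold higher, and with the mean of all probes Krt8 was 2.03-fold higher. Foxa2 had a bound of 2.48, higher in MIN6 cells. Fn1 (-4.09), Otx2 (-2.43) and Acta2 (-2.34) had bounds on the lower side.

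The 10 ways to split the 6 arrays into 3 and 3 are too few for a share under 0.05. The real split called 11717 probes and 6580 genes, 1 split of the 10 in each case, and the highest other split called 0 probes and 0 genes with limma.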

How the results depend on the processing

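The authors' values with the methods' t-test, the authors' values with the probe of largest change, calls also above background, the fold relation with normexp, and ranks and relations by lower bounds were chosen after the data were seen. Of the values of 118 named genes under 17 settings, 1991 kept direction and call, 7 lost the call, 3 gained one and 5 reversed. The trended and robust prior, the replicate block and the detection filters leave the fitted change of a probe as it is. All 118 stayed the same under each of them, so these settings add little to the 1991. The size of the change moved by over 1.5 times for 71 of the named genes with normexp, 43 with the mean of all probes (2 larger), 54 in the authors' values, 4 with the probe of largest change and 1 without MIN6 replicate 1 (Pou5f1, -6.74 against -5.93). The Pou5f1 move is a change of probe. Without that array another Pou5f1 probe, at -6.77 on all arrays, has the highest mean signal and represents the gene. More probes were higher than lower with median scaling (6206 and 5433) and cyclic loess (6046 and 5503). The reversed ones are Suz12, at 0.16 with cyclic loess and between -0.0992 and 0.0359 over the leave-one-out fits (the latter without D3 replicate 2), and Actb, at 0.356 with the mean of all probes, 1.25 with the probe of largest change and 1.29 with that probe in the authors' values. The Actb values follow from its probes, which differ, and for Suz12 the cause was not tested. Without a fold threshold 17980 probes passed (8525 higher, 9455 lower). At 2-fold or more, 7177 probes (3567 higher, 3610 lower) and 4231 genes (2162 higher, 2069 lower) passed. Other settings gave 8544 probes (treat) to 14773 (normexp), and 11740 to 11798 with 1 array left out. At an unadjusted limma p and with the trended and robust prior the count stayed at 11717, and the methods' unadjusted t-test gave 11692. The fold threshold, rather than the p-value, therefore sets the count, which limits what such settings can show. Of the 6580 called genes, 5684 were called in the same direction in the authors' values and 5342 with the mean of all probes. The median rank of the pluripotency genes was 18, 4.5 with the probe of largest change and 9.5 by lower bounds. The relation of array level to threshold cycle became -1 with the fitted fold change in place of the level (exact permutation p = 0.0167), through Pax4 and Mafa, whose D3 signals are at background, and was -0.9 with lower bounds. The fold relation over 4 genes turned from 0.8 to -0.4 with lower bounds. A replicate block left 11717 probes, which says nothing on pairing because the block leaves the fitted changes as they are. Deviations of arrays with the same number correlated at 0.00993, -0.00280 and -0.0226, so no pairing by number was seen. Signal over background limits 1976 genes to a lower bound.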

Differences from the paper's values

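For Dnmt3b in Table 1, the paper's array fold change is -2.24 and the value here is -15.7. Every alternative set before the data were examined differs from the paper's value as well, from 7.20-fold with the mean of all probes to 19.0-fold with normexp background correction. A dimmer Dnmt3b probe, picked after seeing the values, gives 2.24 in the authors' processed values. In Table 3 the paper gives 15.01 for the same gene.

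The paper's count of transcripts at least 1.5-fold different is 9,580, with 4,604 higher and 4,976 lower in MIN6 cells, from an unadjusted t-test. Here 11717 probes passed at an adjusted p, with 5649 higher and 6068 lower, which is within 1.5 times the paper's counts. The methods' unadjusted t-test on the same values gave 11692, so the choice of test hardly moves the count. The authors' processed values gave 9589 (4611 and 4978), and with the methods' t-test, a setting chosen after seeing the values, 9581 (4605 and 4976). With normexp background correction (14773) and without a fold threshold (17980) the count differs from the paper's.

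Of the 37 fold changes of Tables 1 to 3 compared, 34 lie within 0.02 of a probe of the same gene in the authors' values. The others are Dnmt3b in Table 3 (paper 15.01, 15.1 in the authors' values and 15.7 here), Mll5 (paper 4.86, 3.28 in the authors' values and 3.27 here) and Tcf3. For Tcf3 the paper's fold is 11.53, while its nearest probe in the authors' values gives 1.42, under 1.5-fold, and the value here is at least 1.32-fold. A probe of Tcf7l1, a gene chosen after the values were seen, gives 11.5 there, so the paper's entry may be that gene. Tcf7l1 was at least 12.6-fold lower in MIN6 cells here.

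The paper states that qRT-PCR gave the greater change in all cases. For Dnmt3b the array fold was 15.7 against the paper's -7.25. At an exact doubling per cycle, the difference of the paper's threshold cycles would give 21.7-fold, above the array fold. The dimmer Dnmt3b probe is at least 2.32-fold lower here, so the order depends on the probe and on which of the paper's values is taken. The paper's folds of Sox2 (-36.84), Lin28 (-44.99) and Dppa3 (-10.58) also differ from what its threshold cycles would give at that doubling (662-, 119- and 23.6-fold). For these 3 genes the arrays give only lower bounds, which leave the comparison open. The paper presents Table 3 as the genes related to epigenetic processes with the largest changes. Among genes measured in both cell lines, Tet1 (18.9-fold) fell further than Dnmt3b and Kat6b of the D3 side, Kdm5b (13.0-fold) further than Kat6b, and Epop (47.0-fold, above background on 1 MIN6 array), chosen after its value was seen, further than Dctd, Dnmt3b and Kat6b. By the probes used here, Dnmt3l (at least 60.1-fold) and Gli2 (at least 22.7-fold) of that side fell further than Tet1 and Kdm5b. A lower bound that does not exceed a measured fold leaves the order open. Bmi1 (5.15-fold) and Yaf2 (4.34-fold), both above background on 1 D3 array, rose further than Camta2 and Kmt2e of the MIN6 side. These orders use the folds computed here, while the paper ranked by its own processed values. Folds against dim signals can be smaller there (25.1 for Smarca2, against 35.3 here), and the order of these genes in those values is not given here. The paper's text does not say which genes it counted as related to epigenetic processes.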

Other observations

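Some reference genes differed between the cell lines. B2m, the light chain of MHC class I, was 2.66-fold higher in MIN6 cells, while Pgk1, a glycolytic enzyme, was 2.09-fold lower, Tbp, a general transcription factor, 2.02-fold lower and Rplp0, a ribosomal protein, 1.92-fold lower. A dim Rplp0 probe, above background on 1 MIN6 array, was called higher (0.62). Actb and Gapdh had log2 changes of -0.39 and -0.51 and were not called, although other Actb probes were called higher (0.76, 0.85 and 1.25) or lower (-0.68), and the direction of Actb turned to 0.356 with the mean of its probes. Of 10 reference genes measured, 1 was higher, 3 were lower and 6 did not pass (camera, adjusted p = 0.406), with the same counts adjusted over the list alone.

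Of 6 other genes of the ChIP and primer tables (Gata4 and Nodal are in other lists too), 1 (Nodal) was lower, at least 13.4-fold, and 5 (Cyp4x1, Gata4, Hoxb1, Tfap2b and Trpc5) did not pass, 4 of the 6 being above background on no array (adjusted p = 0.281, same counts adjusted over the list alone). The 5 were named after their values were seen. The authors' later experiments turn on SUZ12 binding and protein, which these arrays do not measure, and the Suz12 transcript had an adjusted p of 0.869 from limma, which does not show that its levels are equal.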
